# The lipid transfer protein OsLTPL159 is involved in cold tolerance at the early seedling stage in rice

**DOI:** 10.1111/pbi.13243

**Published:** 2019-09-11

**Authors:** Jie Zhao, Shanshan Wang, Jingjing Qin, Chuanqing Sun, Fengxia Liu

**Keywords:** lipid transfer protein, cold tolerance, early seedling stage, rice

## Abstract

Nonspecific lipid transfer proteins (nsLTPs) play critical roles in plant development and response to abiotic stresses. Here, we found that a rice lipid transfer protein, OsLTPL159, was associated with cold tolerance at the early seedling stage. Overexpression of an *OsLTPL159* ^IL^ ^112^ allele from the cold‐tolerant introgression line IL112 in either the *japonica* variety Zhonghua17 (ZH17) or the *indica* variety Teqing background dramatically enhanced cold tolerance. In addition, down‐regulation of the expression of *OsLTPL159* in the *japonica* variety ZH17 by RNA interference (RNAi) significantly decreased cold tolerance. Further transcriptomic, physiological and histological analysis showed that the *OsLTPL159* ^IL^ ^112^ allele likely enhanced the cold tolerance of rice at the early seedling stage by decreasing the toxic effect of reactive oxygen species, enhancing cellulose deposition in the cell wall and promoting osmolyte accumulation, thereby maintaining the integrity of the chloroplasts. Notably, overexpression of another allele, *OsLTPL159* ^GC^ ^2^, from the recipient parent Guichao 2 (GC2), an *indica* variety, did not improve cold tolerance, indicating that the variations in the *OsLTPL159* coding region of GC2 might disrupt its function for cold tolerance. Further sequence comparison found that all 22 *japonica* varieties surveyed had an *OsLTPL159* haplotype identical to IL112 and were more cold‐tolerant than the surveyed *indica* varieties, implying that the variations in *OsLTPL159* might be associated with differential cold tolerance of *japonica* and *indica* rice. Therefore, our findings suggest that the *OsLTPL159* allele of *japonica* rice could be used to improve cold tolerance of *indica* rice through a molecular breeding strategy.

## Introduction

Rice (*Oryza sativa* L.) is a staple food for half of the world's population (Sasaki and Burr, 2000). Rice varieties with high and stable yields will be valuable for meeting the challenge of increasing food needs in the future. Rice plants experience abiotic stresses including low and high temperatures (Andaya and Mackill, 2003; Lyman *et al*., 2013; Tian *et al*., 2011), salinity (Ren *et al*., 2005; Wang *et al*., 2017) and drought (Fukao and Xiong, 2013; Uga *et al*., 2013), at both the vegetative and reproductive growth stages. Among these, cold damage poses a major threat to food security in many regions of the world. For example, rice seedlings are sensitive to low temperature in early spring in temperate and subtropical zones as well as in high‐elevation areas, resulting in delayed seedling growth, yellowing, withering, decreased tiller number and stunted growth (Andaya and Mackill, 2003; Tian *et al*., 2011). Especially, in the regions where cultivation technique of direct seeded rice is practised, cold stress is one of the major environmental factors that impairs and delays the early seedling growth of rice, thereby limiting rice productivity. Therefore, improving cold tolerance would be helpful to ensure high and stable yields in rice.

Nonspecific lipid transfer proteins (nsLTPs) can exchange phospholipids between membranes *in vitro* (Kader, 1996; Yeats and Rose, 2008). nsLTPs are small, basic peptides that harbour an N‐terminal hydrophobic signal peptide and eight conserved cysteine residues forming an internal hydrophobic cavity (Kader, 1996). Once the N‐terminal hydrophobic signal peptide is excised, the mature lipid transfer protein (LTP) peptide participates in the cell secretory pathway (Kader, 1996). The nsLTPs are found in the plasma membrane (Debono *et al*., 2009; Edstam *et al*., 2014; Kim *et al*., 2012), cell wall (Thoma *et al*., 1993) and cytoplasm (Guo *et al*., 2013b; Pan *et al*., 2016). Previous studies have shown that *nsLTP* gene products play important roles in many biological processes, including wax assembly (Hollenbach *et al*., 1997), cell wall extension (Nieuwland *et al*., 2005), postmeiotic anther development (Zhang *et al*., 2010), pollen tube tip growth and fertilization (Chae *et al*., 2009), seed development and quality (Wang *et al*., 2015) and pathogen defence responses (Ahmed *et al*., 2017; Gomès *et al*., 2003; Molina and Garcia‐Olmedo, 1997; Park *et al*., 2002; Sarowar *et al*., 2009; Segura *et al*., 1993).

nsLTPs are also involved in plant response to abiotic stresses. For example, the expression level of a probable LTP gene, *TSW12*, increases after NaCl treatment or heat shock in tomato (*Solanum lycopersicum* cv. Rutgers Marglobe; Torres‐Schumann *et al*., 1992). In tree tobacco (*Nicotiana glauca* L. Graham), at least one member of the *NgLTP* gene family is up‐regulated under drought stress, resulting in increased cuticular wax accumulation, which is a nonspecific drought tolerance mechanism (Cameron *et al*., 2006). In *Nicotiana tabacum*, overexpression of *NtLTP4* enhances resistance to salt and drought stresses (Xu *et al*., 2018). In *Arabidopsis thaliana*, overexpression of *AtLTP3* results in increasing survival rates and soluble sugar accumulation as well as reducing electrolyte leakage from chilling stress, which does not significantly affect plant growth and development under normal growth conditions (Guo *et al*., 2013b). Further analysis found that altering the expression level of *AtLTP3* affects plant responses to drought and oxidative stress (Guo *et al*., 2013b). MYB96 (an R2R3‐type MYB transcription factor in *Arabidopsis*) can be directly bound to the promoter region of *AtLTP3 in vivo* and *in vitro* and positively regulates *AtLTP3* (Guo *et al*., 2013b). In maize (*Zea mays*), overexpression of *ZmLTP3*, a homolog of the *Arabidopsis LTP3* gene, also improves tolerance for salt stress (Zou *et al*., 2013). In rice, overexpression of *Oryza sativa DROUGHT‐INDUCED LTP* (*OsDIL*), a gene encoding an LTP, significantly enhances tolerance for drought stress at the vegetative growth stage (Guo *et al*., 2013a). Taken together, these previous studies indicate that the *nsLTP* genes play important roles in responding to abiotic stress in plants. However, the molecular mechanism underlying these effects remains unclear.

In a previous study, we detected seven quantitative trait loci (QTLs) for cold tolerance using an F_2:3_ population derived from a cold‐tolerant introgression line, IL112, and the recipient parent, Guichao 2 (GC2), a cold‐sensitive *indica* variety (Liu *et al*., 2013). Here, we investigated a rice cold‐responsive gene, LOC_Os10g36160, belonging to the *nsLTP* family and named it *OsLTPL159* in the Rice Genome Annotation Project (http://rice.plantbiology.msu.edu/). This gene was located in the mapped region of a cold‐tolerant QTL, *qCST10*. In the cold‐tolerant introgression line IL112, *OsLTPL159* expression was strongly induced by low‐temperature treatment. Further genetic transformation evidence demonstrated that the *OsLTPL159* ^IL112^ allele enhanced rice cold tolerance at the early seedling stage, while the transgenic plants overexpressing a different allele from GC2, *OsLTPL159* ^GC2^, did not show changes in cold tolerance. Sequence analysis showed that the two rice subspecies *O. sativa* L. ssp. *indica* and *O. sativa* L. ssp. *japonica* had different *OsLTPL159* haplotypes, indicating that the variations in *OsLTPL159* might lead to the differential cold tolerance of *japonica* and *indica* rice. Therefore, these findings suggest that the favourable *OsLTPL159* allele of *japonica* rice could be used to improve the cold tolerance of *indica* rice through molecular breeding.

## Results

### *OsLTPL159* encodes a nonspecific lipid transfer protein

In a previous study, we found that the *OsLTPL159* gene (LOC_Os10g36160), encoding a nonspecific LTP, was located in the mapped region of *qCST10*, a QTL for cold tolerance at the early seedling stage (Liu *et al*., 2013). The open reading frame (ORF) of *OsLTPL159* in IL112, a strong cold‐tolerant introgression line, consists of 285 bp and encodes a 94‐amino acid polypeptide. Analysis of the protein sequence using SignalP 4.1 showed that OsLTPL159 has an N‐terminal hydrophobic signal peptide of 25 amino acid residues, which might be required for localization and exact function (Figure S1). The predicted cleavage site is located between the 25th (A) and 26th (Q) amino acid residues, and the cleavage produces a mature protein of 69 amino acid residues (Figure S1) with a predicted molecular mass of 9.90 kDa and an isoelectric point (pI) of 6.07. We constructed a phylogenetic tree based on the amino acid sequence alignment of OsLTPL159 and its homologs in plant species (Figure S2a). Homology analysis showed that homologs of OsLTPL159 exist in various plants, such as *Brachypodium distachyon*,* Sorghum bicolor*,* Zea mays*,* Setaria viridis* and *Arabidopsis thaliana*. Conserved domain analysis showed that OsLTPL159 harbours an eight‐cysteine motif backbone, belonging to a plant nonspecific LTP family (cd01959; Figure S2b). The eight cysteine (C) residues form four disulphide bonds and stabilize a hydrophobic cavity, which allows the binding of different lipids and hydrophobic compounds (Kader, 1996).

### Expression pattern and subcellular localization of OsLTPL159

To determine the expression pattern of *OsLTPL159*, we isolated total RNA from seven tissues of a cold‐tolerant introgression line, IL112, and its recipient parent, Guichao 2 (GC2). Reverse transcription quantitative PCR (RT‐qPCR) analysis indicated that *OsLTPL159* showed higher expression in all surveyed tissues in IL112 than in GC2 and was preferentially expressed in early seedlings, stems, nodes, sheathes and spikelets (Figure 1a). Additionally, we developed a construct, p*OsLTPL159* ^IL112^::*GUS*, harbouring the *GUS* reporter gene under the control of the *OsLTPL159* promoter (1859 bp) from IL112, which was transferred into *japonica* variety Zhonghua17 (ZH17). The results of GUS staining to detect the expression of the resulting fusion protein were consistent with those of the RT‐qPCR analysis (Figure 1b). To detect the subcellular localization of OsLTPL159, we transiently expressed the *OsLTPL159‐GFP* fusion gene under the control of the cauliflower mosaic virus (CaMV) *35S* promoter in *Nicotiana benthamiana* epidermal cells and discovered that the OsLTPL159‐GFP fusion protein colocalized with the plasma membrane marker AtPIP2A‐mCherry (Figure 1c), indicating that the OsLTPL159 protein specifically localized to the plasma membrane.

**Figure 1:**
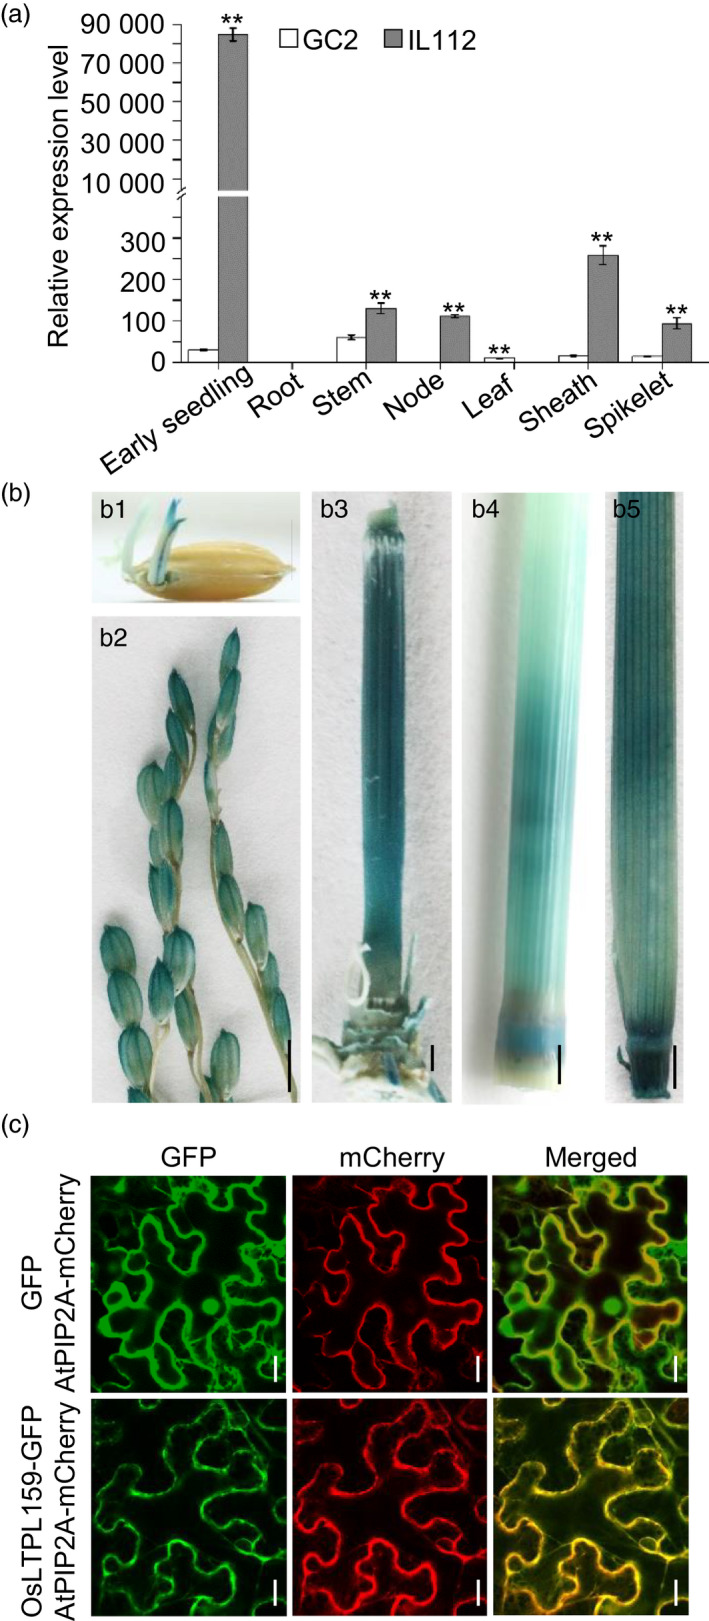
Expression pattern of *OsLTPL159*. (a) Comparison of *OsLTPL159* expression in various tissues of Guichao 2 (GC2) and the introgression line IL112 using RT‐qPCR. Values are means ± SD (*n *=* *3 pooled tissues, 50 plants per pool). Two‐tailed Student's *t*‐tests were conducted to compare GC2 and IL112 (**P <* *0.01). (b) GUS staining of various tissues from the p*O* *sLTPL159* ^IL^ ^112^:: *GUS* transgenic plants (T_1_ generation). b1, early seedling; b2, spikelet; b3, stem; b4, stem and node; b5, sheath. Scale bars, 0.5 cm. (c) The OsLTPL159‐GFP fusion protein and the plasma membrane marker AtPIP2A‐mCherry colocalized to the plasma membrane in *Nicotiana benthamiana* epidermal cells. Scale bars, 20 μm.

### *OsLTPL159* is involved in rice cold tolerance at the early seedling stage

To validate the cold‐responsiveness of *OsLTPL159* expression, we performed RT‐qPCR to detect the expression level of *OsLTPL159* in rice at the early seedling stage during 48 h of cold treatment. The results showed that in IL112, the expression of *OsLTPL159* was highest after 3 h of cold treatment and then decreased gradually over time, whereas in GC2, *OsLTPL159* was low throughout the course of the cold treatment (Figure 2a). Additionally, we found that the GUS signal in *OsLTPL159* ^IL112^::*GUS* transgenic plants was stronger in the buds and roots of early seedlings after cold treatment than under normal conditions (28 °C day/25 °C night; Figure 2b,c). Further evaluation of the cold tolerance of F_2_ individuals from the GC2 × IL112 cross after cold treatment at 6 °C for 9 days and subsequent recovery at 28 °C for 7 days showed that both heterozygote plants and *OsLTPL159* ^IL112^ homozygote plants had significantly higher average survival rates (measured as the percentage of total seedlings that survived in relation to the total number tested), 75.3% and 80.4%, respectively, than *OsLTPL159* ^GC2^ homozygote plants, which had a survival rate of 34.6% (Figure S3). These results suggested that *OsLTPL159* expression in IL112 was induced by low‐temperature stress, implying that *OsLTPL159* might be involved in cold tolerance of rice at the early seedling stage and that the *OsLTPL159* allele from IL112 was dominant with regard to cold tolerance at the early seedling stage.

**Figure 2:**
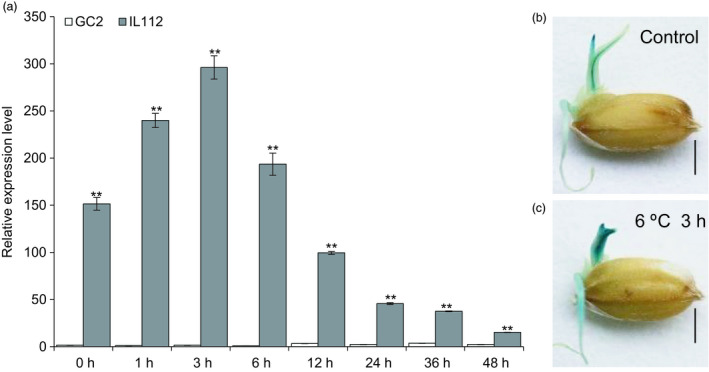
*OsLTPL159* expression was induced by low‐temperature stress. (a) Comparison of *OsLTPL159* expression in GC2 and IL112 under 4 °C treatment. Values are mean ± SD (*n *=* *3 pooled tissues, 50 plants per pool). Two‐tailed Student's *t*‐tests were conducted to compare GC2 and IL112 (**P <* *0.01). (b) and (c) Comparison of GUS activity in early seedlings of p*O* *sLTPL159* ^IL^ ^112^:: *GUS* transgenic rice kept in a normal environment (28 °C day/25 °C night temperatures) (b) and at 6 °C for 3 h (c). Scale bars, 0.5 cm.

To further investigate whether the *OsLTPL159* ^IL112^ allele in IL112 was associated with cold tolerance, we generated a complementation construct, p*OsLTPL159* ^IL112^, harbouring a 3105‐bp genomic fragment from IL112 that contained the entire *OsLTPL159* ORF with 2586‐bp 5′‐flanking and 234‐bp 3′‐flanking regions. Because GC2 callus tissue has low regeneration ability, we transformed the construct into a different *indica* variety, Teqing (TQ). We obtained 12 independent positive transgenic plants (CP‐*OsLTPL159* ^IL112^‐TQ) and used them to establish transgenic rice lines. Further phenotypic investigation showed that the transgenic CP‐*OsLTPL159* ^IL112^‐TQ lines had significantly greater seedling height (133% more) and survival rates (159% more) than the TQ control plants after cold treatment at 6 °C for 6 days and subsequent recovery at 28 °C for 7 days (Figure 3), indicating that the *OsLTPL159* allele from IL112 played an important role in enhancing cold tolerance at the early seedling stage.

**Figure 3:**
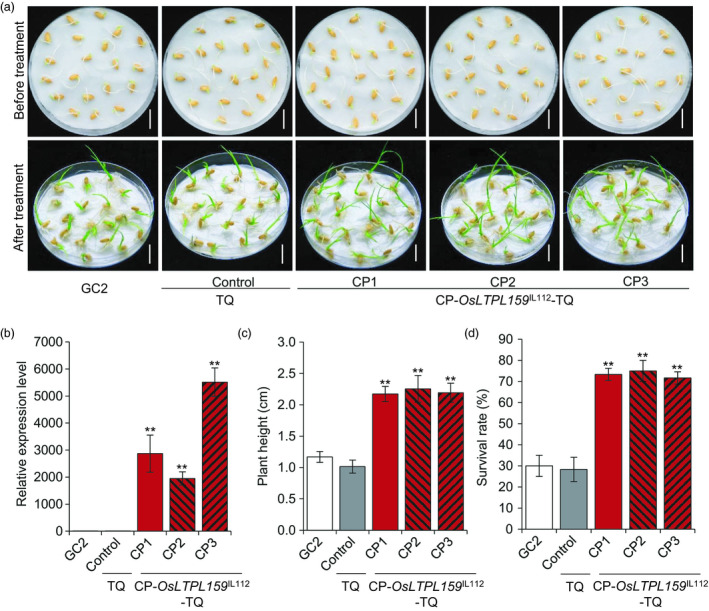
Functional complementation of *OsLTPL159*. (a) Seedling phenotypes of GC2, the control (TQ) and three functional complementation transgenic lines (CP‐*OsLTPL159* ^IL^ ^112^‐TQ) after exposure to 6 °C for 6 day and subsequent recovery at 28 °C for 7 day. Scale bars, 1.5 cm. (b) Comparison of *OsLTPL159* expression in GC2, the control (TQ) and CP‐*OsLTPL159* ^IL^ ^112^‐TQ transgenic lines. Values are means ± SD (*n *=* *3 pooled tissues, 50 plants per pool). (c) and (d) Comparison of plant height (c) and survival rate (d) in GC2, the control (TQ) and CP‐*OsLTPL159* ^IL^ ^112^‐TQ transgenic lines after 6 days at 6 °C and subsequent recovery at 28 °C for 7 days. Values are means ± SD (*n *=* *3 replicates, 20 plants per replicate). Two‐tailed Student's *t*‐tests were conducted to compare the transgenic lines and the controls (**P <* *0.01).

We also generated an overexpression construct, p*35S*::*OsLTPL159* ^IL112^, and an RNA interference (RNAi) construct, *OsLTPL159*‐RNAi, and separately transferred them into a *japonica* variety, Zhonghua17 (ZH17). RT‐qPCR analysis showed that the expression of *OsLTPL159* was significantly up‐ and down‐regulated in the overexpression and RNAi transgenic plants, respectively, compared to the corresponding nontransformed ZH17 plants. Phenotypic investigation showed that after cold treatment at 2 °C for 9 days and subsequent recovery at 28 °C for 7 days, plants from the *OsLTPL159* overexpression line (OE‐*OsLTPL159* ^IL112^ *‐*ZH17) had higher seedling height (507% more) and survival rate (252% more) than the control plants, while the RNAi transgenic plants (RNAi‐*OsLTPL159*‐ZH17) showed significantly lower seedling height (47% less) and survival rates (78% less) than the control plants (Figure 4). We also transferred the construct p*35S*::*OsLTPL159* ^IL112^ into *indica* variety TQ and found that the overexpression line (OE‐*OsLTPL159* ^IL112^ *‐*TQ) displayed stronger early seedling cold tolerance than the nontransformed TQ control (Figure S4). In addition, investigation of yield‐related traits revealed that none of the traits surveyed, including panicle length, 1000‐grain weight, seed‐setting ratio and grain yield per plant, showed significant differences between the *OsLTPL159* ^IL112^ overexpression lines and their corresponding controls (Figure S5). This suggests that overexpression of *OsLTPL159* ^IL112^ not only significantly increased rice cold tolerance at the early seedling stage but did so without negatively affecting plant growth under normal field conditions.

**Figure 4:**
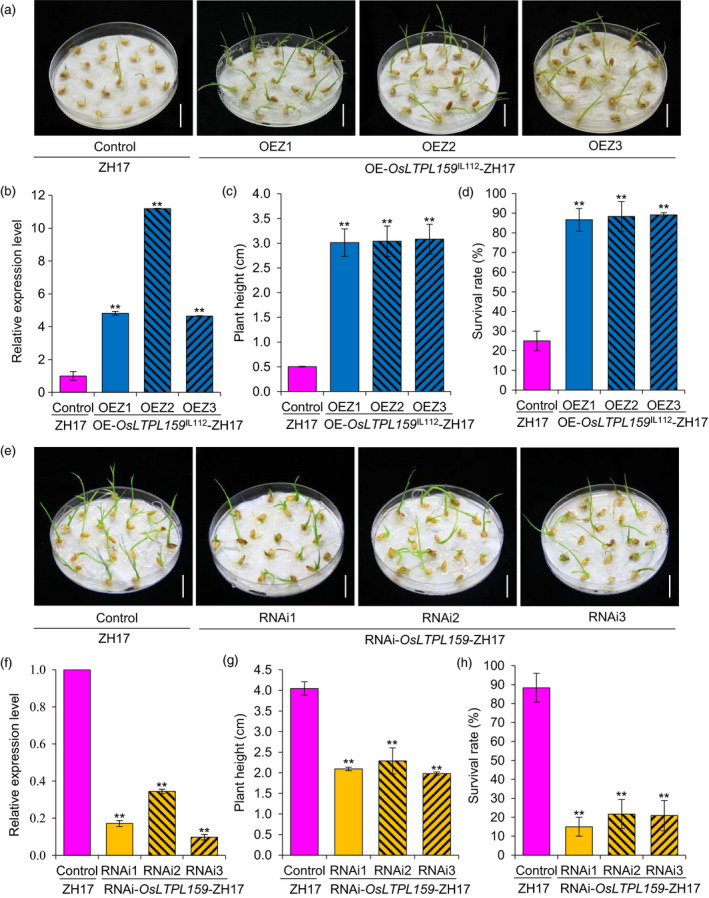
Evaluation of cold tolerance at the early seedling stage in *japonica* variety Zhonghua17 (ZH17) transgenic rice lines overexpressing *OsLTPL159* and in lines expressing an RNAi interference construct of *OsLTPL159*. (a) Phenotypes of the control line (ZH17) and three overexpression transgenic lines (OE‐*OsLTPL159* ^IL^ ^112^‐ZH17) at 2 °C for 9 days and subsequent recovery at 28 °C for 7 days. Scale bars, 1.5 cm. (b) Comparison of *OsLTPL159* expression in the control (ZH17) and overexpression lines (OE‐*OsLTPL159* ^IL^ ^112^‐ZH17). Values are means ± SD (*n *=* *3 pooled tissues, 50 plants per pool). (c) and (d) Comparison of plant height (c) and survival rate (d) in the control (ZH17) and OE‐*OsLTPL159* ^IL^ ^112^‐ZH17 transgenic lines after 9 days at 2 °C and subsequent recovery at 28 °C for 7 days. Values are means ± SD (*n *=* *3 replicates, 20 plants per replicate). (e) Phenotypes of the control (ZH17) and three RNAi transgenic lines (RNAi‐*OsLTPL159*‐ZH17) after 7 days at 2 °C and subsequent recovery at 28 °C for 7 days. Scale bars, 1.5 cm. (f) Comparison of *OsLTPL159* expression in the control (ZH17) and RNAi transgenic lines (RNAi‐*OsLTPL159*‐ZH17). Values are means ± SD (*n *=* *3 pooled tissues, 50 plants per pool). (g) and (h) Comparison of plant height (g) and survival rate (h) in the control (ZH17) and RNAi‐*OsLTPL159*‐ZH17 transgenic lines after 7 days at 2 °C and subsequent recovery at 28 °C for 7 days. Values are means ± SD (*n *=* *3 replicates, 20 plants per replicate). Two‐tailed Student's *t*‐tests were conducted to compare the transgenic lines and the controls (**P <* *0.01).

### Overexpression of *OsLTPL159* protects seedling development against the effects of reactive oxygen species under cold stress

To elucidate the molecular functions of *OsLTPL159* in cold tolerance, we performed RNA‐seq to investigate the genome‐wide gene expression profiles of the overexpression line OE‐*OsLTPL159* ^IL112^‐ZH17 (OEZ) and the control Zhonghua17 (ZH17) under low temperature (2 °C) for 3 h. 

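Early seedlings with buds of about 5 mm were kept at 2 °C for 3 h, and each of the 3 biological replicates per genotype pooled 50 plants. The control plants (ZH17) were nontransformed Zhonghua17, a japonica variety, and the overexpression plants (OEZ) expressed the IL112 allele of OsLTPL159 in that variety. The authors mapped the paired-end reads to the Nipponbare reference genome with TopHat2, and used Cuffdiff to calculate the FPKM (fragments per kilobase of exon, scaled to the number of mapped reads) of each locus of the MSU annotation. They deposited 1 FPKM value per locus and library without a filter on low values, and 25361 loci were listed at 0 in all 6 samples. The FPKM values of a library summed to 857936, 856329 and 864333 in ZH17 replicates 1, 2 and 3, and to 902597, 859282 and 902931 in OEZ replicates 1, 2 and 3. FPKM values give no number of reads, so the depth of each library is unknown. Relative depth was estimated from loci above 0 and below 0.15 FPKM in both members of a pair of samples, where the most frequent ratio of FPKM values was taken as the ratio of the values of a single fragment. Set against ZH17 replicate 1, the relative depth was 1.07 and 1.16 in ZH17 replicates 2 and 3, and 1.28, 1.02 and 1.32 in OEZ replicates 1, 2 and 3. Genes with a mean of at least 0.5 FPKM over the 6 samples were compared between genotypes on log2(FPKM + 0.1) with limma, which fits a linear model per gene and moderates the variances across genes, here with a trend of the variance on expression. A fold change on this scale understates the change of genes with low FPKM. Across the tested genes, Pearson's r between samples was 0.959 to 0.968 within a genotype and 0.946 to 0.953 between genotypes.

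OsLTPL159 (LOC_Os10g36160, on chromosome 10) had an FPKM of 141, 138 and 131 in ZH17 replicates 1, 2 and 3, and of 2506, 2539.9 and 2502 in OEZ replicates 1, 2 and 3. The means were 137 ± 4.98 in ZH17 and 2516 ± 20.7 in OEZ (SD, n = 3 pools, exact two-sided permutation test, p = 0.1, the smallest p that 3 pools against 3 allow). The log2 fold change was 4.20 (standard error 0.05, adjusted p = 1.4e-07 from limma with Benjamini-Hochberg adjustment), and it stayed between 4.17 and 4.22 when each sample was left out in turn. The paper's reported FPKM values for this gene are 154 in ZH17 and 2809 in OEZ (Table S1).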

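The filter on mean FPKM left 22841 genes, which were tested. With a fold change of at least 1.5 and an adjusted p under 0.05 (limma, Benjamini-Hochberg), 681 genes differed between OEZ and ZH17, of which 357 were up-regulated and 324 down-regulated in OEZ. The criterion on fold change moved the total most, to 290 genes at a fold change of at least 2 and to 1371 genes without it. The replicates of both genotypes carry the numbers 1 to 3. With the replicate number as a block in the model, 321 genes passed, 201 up-regulated and 120 down-regulated. The deviations of samples from their genotype's mean had an average correlation of -0.01 between samples of the same number (range -0.06 to 0.03) and 0.00 between samples of different numbers (range -0.05 to 0.04). Since deviations from a mean sum to 0, the latter average follows from the former, and an average over all genes does not exclude pairing in single genes. When each sample was left out in turn, the total ranged from 327 to 967 genes. Of the 1351 genes that the paper lists in Table S1, 1318 were tested, 1312 of these had a log2 fold change in the direction the paper's table gives, and 625 passed the thresholds in that direction. In 1122 of the 1351 genes every OEZ sample lay on the same side of every ZH17 sample, 506 of them among the paper's up-regulated genes and 616 among its down-regulated genes. Among all 22841 tested genes, 6667 were separated between the genotypes. The paper chose its genes from the same 6 libraries, so the shared directions are not an independent test. A run of neighbouring genes on chromosome 9 held 82 of the 357 up-regulated genes (23%).

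The 5 largest rises among genes with a mean of at least 5 FPKM and no overlap between genotypes were those of genes at or near 0 in ZH17. LOC_Os03g02470 was listed at 0 in every ZH17 sample and had 63.6 ± 1.56 FPKM in OEZ (SD, n = 3 pools). LOC_Os03g26280 was also listed at 0 in every ZH17 sample and had 22.8 ± 8.94 FPKM in OEZ. LOC_Os03g18779 rose from 0.120 ± 0.0602 to 69.3 ± 2.30 FPKM, LOC_Os01g35330 from 0.265 ± 0.116 to 87.1 ± 4.03 FPKM, and LOC_Os09g31019 from 0.0443 ± 0.0768 to 23.2 ± 6.61 FPKM. Of the 5 largest falls, LOC_Os01g10880 had 100.02 ± 51.7 FPKM in ZH17 and LOC_Os07g13220 had 43.7 ± 3.00 FPKM, and both were listed at 0 in every OEZ sample. LOC_Os07g03730 fell from 42.3 ± 23.0 to 7.75 ± 1.2 FPKM, LOC_Os04g27190 from 13.8 ± 1.94 to 2.89 ± 1.05 FPKM, and LOC_Os10g18870 from 22.9 ± 11.8 to 5.18 ± 1.89 FPKM. The adjusted p of these 10 genes lay between 1.4e-07 (LOC_Os03g02470) and 0.032 (LOC_Os10g18870). With the replicate number as a block, which left 321 genes past the thresholds, LOC_Os07g03730 no longer passed (limma adjusted p = 0.071), and LOC_Os07g03730 and LOC_Os10g18870 each passed in 2 of the 6 fits that left out a sample.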

We identified a total of 1351 differentially expressed genes (DEGs), including 550 up‐regulated and 801 down‐regulated DEGs (fold change ≥1.5, FDR <0.05; Table S1). 

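Table S1 gives a description for each of its 1351 genes, and the members of 2 families were counted by the words of these descriptions. The word peroxidase occurs in the descriptions of 34 genes, 19 of them up-regulated and 15 down-regulated in the paper's table. In the deposited FPKM values, 10 peroxidase genes passed the thresholds as up-regulated and 6 as down-regulated, and the log2 fold changes of the tested members ranged from -1.40 to 2.06. Among the other genes of Table S1 that passed the thresholds, 310 were up-regulated and 299 down-regulated, and no difference in direction between the peroxidase genes and the rest was detected, with too few peroxidase genes to exclude one (odds ratio 1.61, Fisher's exact test, two-sided, p = 0.45, adjusted p = 0.45 over the 2 families). The other genes include those of the raised run on chromosome 9. Without the genes of that run, the peroxidase counts stayed at 10 and 6, with an unadjusted p = 0.2 (Fisher's exact test, two-sided). With the replicate number as a block, 6 peroxidase genes remained up-regulated and 1 down-regulated. Chlorophyll A-B binding proteins, which bind the pigments of the light-harvesting complexes, account for 11 genes of Table S1. Of these, 10 were down-regulated and 1 up-regulated past the thresholds, against 295 and 319 of the other genes (odds ratio 0.0925, Fisher's exact test, two-sided, p = 0.005, adjusted p = 0.01). Table S1 comes from the same 6 libraries and lists the same 10 and 1 genes in these directions, so this is not an independent test. In all 10 down-regulated genes every OEZ sample was below every ZH17 sample, and none fell by as much as 2-fold, the lowest log2 fold change being -0.76. With the replicate number as a block, 8 of the 10 stayed past the thresholds. No other family was tested in this way, and an enrichment over GO terms, which needs the terms of all genes, was not run.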

Gene ontology (GO) analyses revealed that these DEGs were enriched in multiple biological processes, including response to oxidative stress, peroxidase activity, ion binding, heme binding, tetrapyrrole binding and response to stimulus (Figure 5a). After further analysis, we found that a total of 19 genes involved in oxidative stress were significantly up‐regulated in the overexpression plants (Figure 5b). 

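All 19 genes listed in Figure 5b had a positive log2 fold change, from 0.61 to 2.06, and in 18 of them every OEZ replicate exceeded every ZH17 replicate. The paper chose these genes as up-regulated from the same 6 libraries, so their direction is not an independent test. The mean FPKM of the genes ranged from 0.952 to 69.5 in ZH17 and from 1.69 to 132 in OEZ. With limma, 11 of the 19 genes passed a fold change of at least 1.5 and an adjusted p under 0.05, and 7 passed with the replicate number as a block. When each sample was left out in turn, between 6 and 12 of the 19 genes passed. LOC_Os03g25320, a peroxidase precursor on chromosome 3, changed most, from 4.16 ± 0.977 to 17.7 ± 4.24 FPKM (SD, n = 3 pools), a log2 fold change of 2.06 (standard error 0.23, limma adjusted p = 0.0054). LOC_Os07g47990, the peroxidase gene of the list with the highest FPKM, rose from 66.8 ± 1.41 to 126 ± 6.44 FPKM, a log2 fold change of 0.91 (standard error 0.06, limma adjusted p = 0.00049). LOC_Os07g44460 rose from 2.65 ± 0.402 to 6.03 ± 0.388 FPKM and LOC_Os06g48010 from 3.03 ± 0.271 to 6.61 ± 0.786 FPKM, and both stayed past the thresholds in each of the 6 fits that left out a sample. Of the 8 genes that did not pass, LOC_Os07g01410 had the largest log2 fold change, 1.17, with 12.7, 8.89 and 4.55 FPKM in ZH17 replicates 1, 2 and 3 and 14.7, 19.9 and 20.5 FPKM in OEZ replicates 1, 2 and 3 (limma adjusted p = 0.10). LOC_Os07g44480 was the gene whose samples overlapped between genotypes, with 2.20 ± 0.908 FPKM in ZH17 and 3.51 ± 0.712 FPKM in OEZ (limma adjusted p = 0.21).

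**Figure D1:**
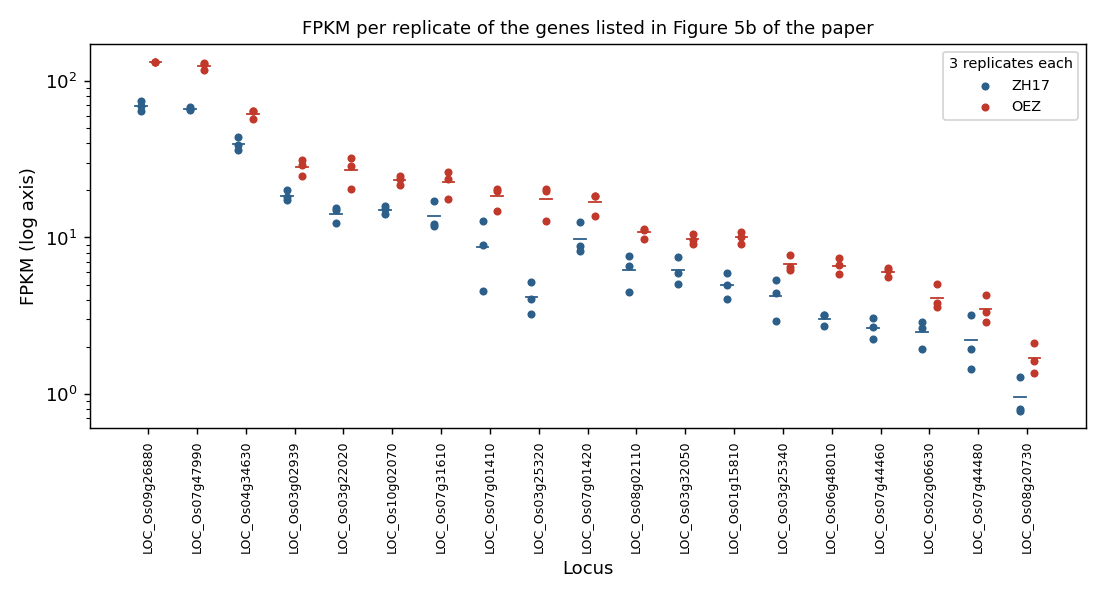
FPKM (log axis) of the 19 genes listed in Figure 5b of the paper, in locus columns with 3 ZH17 replicates (blue) and 3 OEZ replicates (red) as points and the group means as horizontal lines. The OEZ points lie above the ZH17 points in 18 of the 19 genes.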

Notably, an up‐regulated gene LOC_Os09g26880 (*OsALDH7*) in the overexpression plants (OEZ) is predicted to encode an aldehyde dehydrogenase involved in reactive oxygen species (ROS) scavenging. This aldehyde dehydrogenase has activities towards malondialdehyde, acetaldehyde and glyceraldehyde, therefore detoxifying the aldehydes generated by lipid peroxidation (Shin *et al*., 2009). These results implied that overexpression of *OsLTPL159* affects the expression of oxidative stress response genes.

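OsALDH7 lies on chromosome 9. Its FPKM was 64.7, 69.3 and 74.6 in ZH17 replicates 1, 2 and 3 (mean 69.5 ± 4.92, SD, n = 3 pools) and 132.4, 131.96 and 133 in OEZ replicates 1, 2 and 3 (mean 132 ± 0.531). The log2 fold change was 0.93 (standard error 0.06, limma adjusted p = 0.00064), and the adjusted p was 0.014 with the replicate number as a block. The exact two-sided permutation test on FPKM gave p = 0.1, the smallest p possible with 3 pools per genotype. Leaving out each sample in turn gave log2 fold changes from 0.88 to 0.98. From LOC_Os09g24720 to LOC_Os09g27040, bounds that were read from the up-regulated genes of Table S1 before the FPKM files were opened, 112 genes were tested, and their median log2 fold change was 0.93 (interquartile range 0.75 to 1.10). Of these 112 genes, 111 had a positive log2 fold change and 103 had every OEZ sample above every ZH17 sample. OsALDH7 ranked 57th among them by log2 fold change. The first gene of the run, LOC_Os09g24720, rose from 50.0 ± 3.66 to 92.0 ± 3.70 FPKM. The last, LOC_Os09g27040, rose from 0.681 ± 0.171 to 1.21 ± 0.386 FPKM and did not pass the thresholds (limma adjusted p = 0.22). The 10 tested genes before the run had a median log2 fold change of 0.00 and the 10 after it of -0.05. Among 21147 windows of 112 consecutive tested genes that do not touch this run or a shorter run on chromosome 7, the largest absolute median was 0.15.

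**Figure D2:**
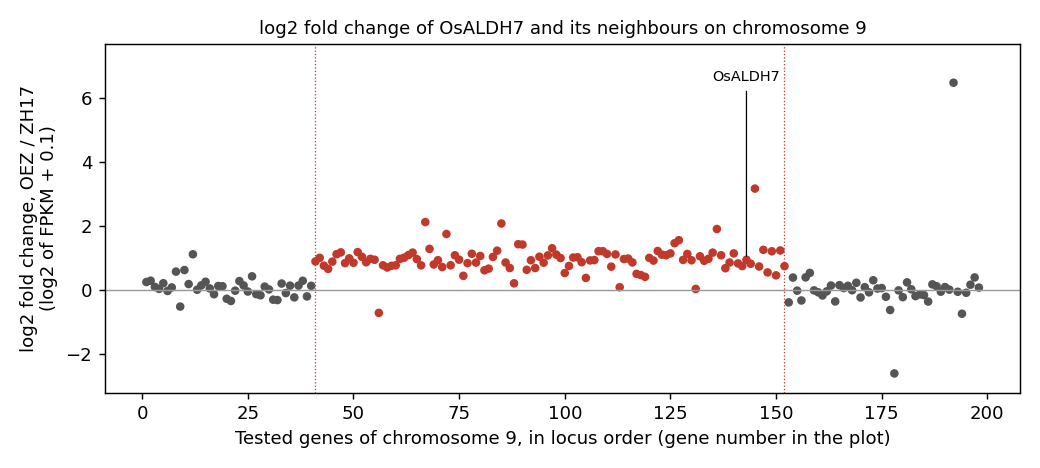
The log2 fold change (OEZ against ZH17, on log2(FPKM + 0.1)) of 198 consecutive tested genes of chromosome 9, in locus order. Red points are the 112 genes from LOC_Os09g24720 to LOC_Os09g27040, between the dotted lines, with a median of 0.93, grey points are the genes on either side, and the line marks OsALDH7.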

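Figure 5b lists up-regulated genes, and Table S1 also holds 15 down-regulated peroxidase genes. In 10 of the 15 every OEZ sample was below every ZH17 sample. The largest falls were those of LOC_Os07g48010, from 20.1 ± 5.95 to 7.36 ± 1.15 FPKM (SD, n = 3 pools), a log2 fold change of -1.40 (standard error 0.23, limma adjusted p = 0.021), and of LOC_Os07g48020, from 64.7 ± 21.7 to 26.2 ± 5.44 FPKM, a log2 fold change of -1.26 (standard error 0.27, limma adjusted p = 0.042). With the replicate number as a block, their adjusted p values were 0.079 and 0.13, and they passed the thresholds in 2 and 1 of the 6 fits that left out a sample. Both genes lie on chromosome 7, as does LOC_Os07g47990, which rose. From the GO terms of the DEGs, the up-regulated genes of Figure 5b and the reported activity of OsALDH7 towards the aldehydes of lipid peroxidation, the paper proposes that overexpression of OsLTPL159 changes the expression of oxidative stress response genes.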

**Figure 5:**
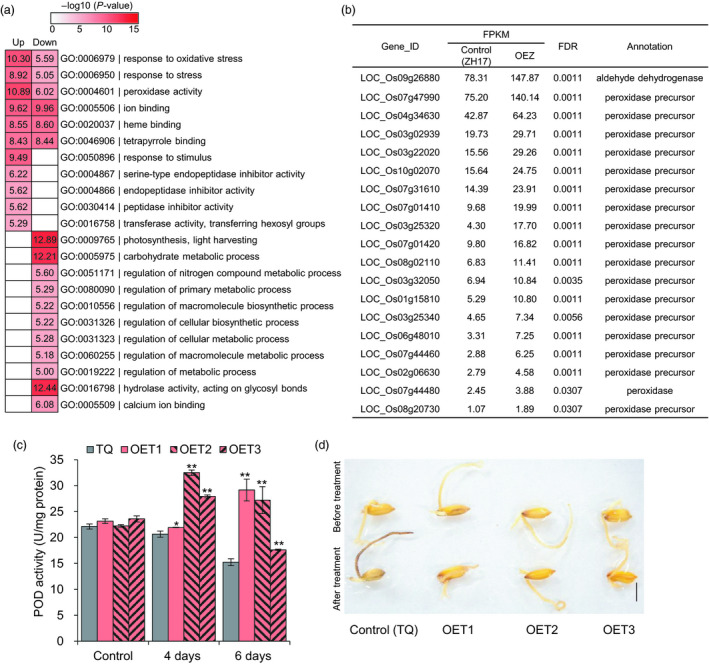
Overexpression of *OsLTPL159* reduces stress damage by minimizing the toxic effects of reactive oxygen species under cold stress. (a) Gene ontology (GO) analysis of 550 up‐regulated and 801 down‐regulated genes in the early seedlings of the overexpression plants OE‐*OsLTPL159* ^IL^ ^112^‐ZH17 (OEZ) and the control plants (ZH17) under cold treatment at 2 °C for 3 h. (b) The expression level of 19 significantly up‐regulated genes involved in oxidative stress. The average FPKM value of all three biological replicates is shown. (c) Comparison of POD activity in the control (TQ) line and overexpression lines OE‐*OsLTPL159* ^IL^ ^112^‐TQ (OET) after 4 and 6 days at 6 °C. Values are means ± SD (*n *=* *3 pooled tissues, 50 plants per pool). Control, before treatment. Two‐tailed Student's *t*‐tests were used to compare the transgenic lines and the corresponding controls (*P <* *0.05, **P <* *0.01). (d) DAB staining of TQ and OE‐*OsLTPL159* ^IL^ ^112^‐TQ transgenic lines before and after cold treatment (6 °C, 6 days). Scale bars, 0.5 cm.

To determine whether *OsLTPL159* reduced stress damage by minimizing the toxic effects of ROS, we measured peroxidase (POD) activity of the overexpression plants OE‐*OsLTPL159* ^IL112^‐TQ (OET) and the control TQ plants before and after cold treatment. The results showed that the OET overexpression plants had dramatically higher POD activity after 6 °C treatment for 4 and 6 days, compared with the control plants (Figure 5c). In addition, DAB staining showed that the OET overexpression lines had lower accumulation of H_2_O_2_ than the control plants at 6 °C for 6 days (Figure 5d). Therefore, these findings suggested that overexpression of *OsLTPL159* protects seedling development against the effects of ROS under low‐temperature stress.

### Overexpression of *OsLTPL159* reduces stress damage by enhancing cellulose deposition and promoting osmolyte accumulation

Previous studies reported that cold stress damages stacked grana and disintegrates thylakoid membranes and that cold‐tolerant seedlings restore plasma membrane integrity, thereby protecting chloroplast development under cold stress (Chen *et al*., 2017; Sun *et al*., 2017). To elucidate the physiological mechanism underlying cold tolerance, we compared the cellular morphology of the overexpression plants and control plants TQ using transmission electron microscopy. Under normal conditions, the chloroplasts in both lines had a normal structure with well‐formed lamellae. After 1 day of a 6 °C low‐temperature treatment, the thylakoid membrane networks of some chloroplasts degraded in the TQ plants, while the chloroplasts of the overexpression plants had normal thylakoid grana and thylakoid membranes. After 6 days at 6 °C, the thylakoid membrane networks of all chloroplasts in the control plants broke down and were almost undetectable, whereas the chloroplasts of the overexpression transgenic plants still retained their integral thylakoid membranes (Figure 6a–d). At the same time, we detected cellulose deposition in the cell wall using Calcofluor White M2R staining, which is a nonspecific fluorochrome with the ability to bind with cellulose and chitin (Sumiyoshi *et al*., 2013). The results showed that cellulose deposition was higher in the overexpression plants than in the control plants after 6 days at 6 °C (Figure 6e). In addition, we measured the concentration of osmolytes, including proline and soluble sugars. The results showed that compared with the TQ control, the overexpression plants had higher proline concentration and higher soluble sugar concentration at 2–6 days after low‐temperature treatment (Figure 6f,g). Therefore, these findings suggested that *OsLTPL159* ^IL112^ enhanced cold tolerance of early‐stage rice seedlings by enhancing cellulose deposition and promoting osmolyte accumulation, thereby helping to maintain the integrity of chloroplasts under low‐temperature stress.

**Figure 6:**
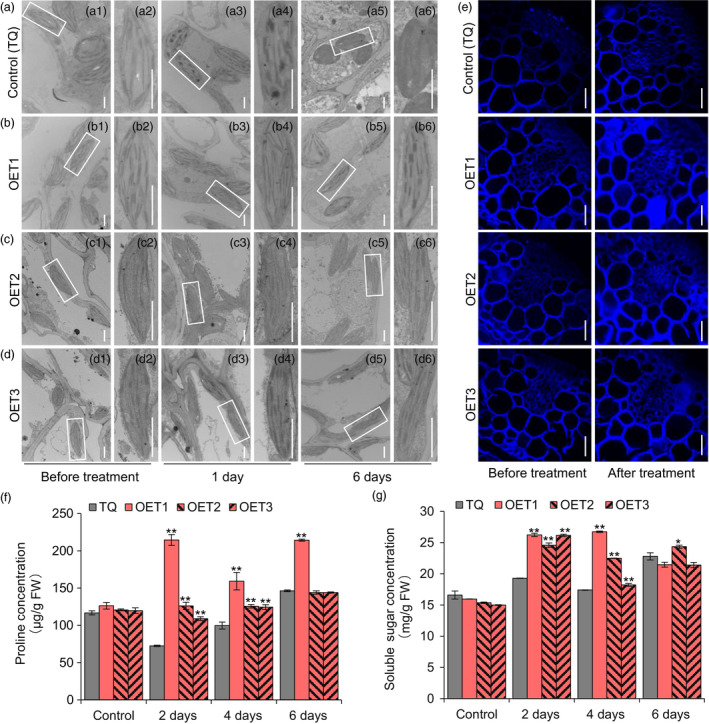
Physiological and histological analysis in the control line (TQ) and the overexpression line OE‐*OsLTPL159* ^IL^ ^112^‐TQ (OET). (a), (b), (c) and (d) Transmission electron microscopy observations of organelle structure in the budburst of control line (TQ) (a) and OE‐*OsLTPL159* ^IL^ ^112^‐TQ transgenic lines (b, c, d) under 6 °C cold treatment. (a1), (b1), (c1) and (d1) Budburst of controls not subjected to cold treatment. The white boxes in (a1), (b1), (c1) and (d1) indicate chloroplasts and are enlarged in (a2), (b2), (c2) and (d2), respectively. (a3), (b3), (c3) and (d3) show the budburst after 1 days at 6 °C. The white boxes in (a3), (b3), (c3) and (d3) indicate the chloroplasts and are enlarged in (a4), (b4), (c4) and (d4), respectively. (a5), (b5), (c5) and (d5) show the budburst after 6 days at 6 °C. The white boxes in (a5), (b5), (c5) and (d5) indicate the chloroplasts and are enlarged in (a6), (b6), (c6) and (d6), respectively. Scale bars, 1 μm. (e) Calcofluor White staining of early seedlings of the control line (TQ) and overexpression lines OE‐*OsLTPL159* ^IL^ ^112^‐TQ before and after cold treatment (6 °C, 6 days). Scale bars, 50 μm. (f) and (g) Comparison of proline (f) and soluble sugar (g) concentration in the control line (TQ) and overexpression transgenic line OE‐*OsLTPL159* ^IL^ ^112^‐TQ after 0–6 days at 6 °C. FW, fresh weight. Control, before treatment. Values are means ± SD (*n *=* *3 pooled tissues, 50 plants per pool). Two‐tailed Student's *t*‐tests were used to compare the transgenic lines and the corresponding controls (*P <* *0.5, **P <* *0.01).

### Natural variation in *OsLTPL159* associated with differences in cold tolerance between *japonica* and *indica* subspecies

A sequence comparison between IL112 and GC2 revealed 24 single nucleotide polymorphisms (SNPs) and a 15‐bp insertion/deletion (InDel) in the *OsLTPL159* coding region, and 32 SNPs and 16 InDels in the 500‐bp 5′‐flanking region of the gene (Figure S6). In general, *japonica* varieties have stronger cold tolerance than *indica* varieties of rice. Therefore, to investigate whether the variation in the *OsLTPL159* allele was associated with cold tolerance in these two rice subspecies, we next compared the sequences of *OsLTPL159* from 22 *japonica* and 36 *indica* varieties. All surveyed *japonica* varieties had an *OsLTPL159* haplotype identical to that of the introgression line IL112, whereas in all *indica* varieties, the sequences of *OsLTPL159* had high similarity to that of GC2 (Tables S2 and S3). At the same time, we evaluated the cold tolerance of all surveyed varieties at the early seedling stage and found that the 22 *japonica* varieties had significantly stronger cold tolerance than any of the 36 *indica* varieties. Notably, RT‐qPCR analysis showed that the *japonica* varieties had significantly higher expression of *OsLTPL159* than the *indica* varieties under low‐temperature conditions (Figure 7, Table S4), indicating that cold tolerance at the early seedling stage was positively associated with expression level of *OsLTPL159* in rice.

**Figure 7:**
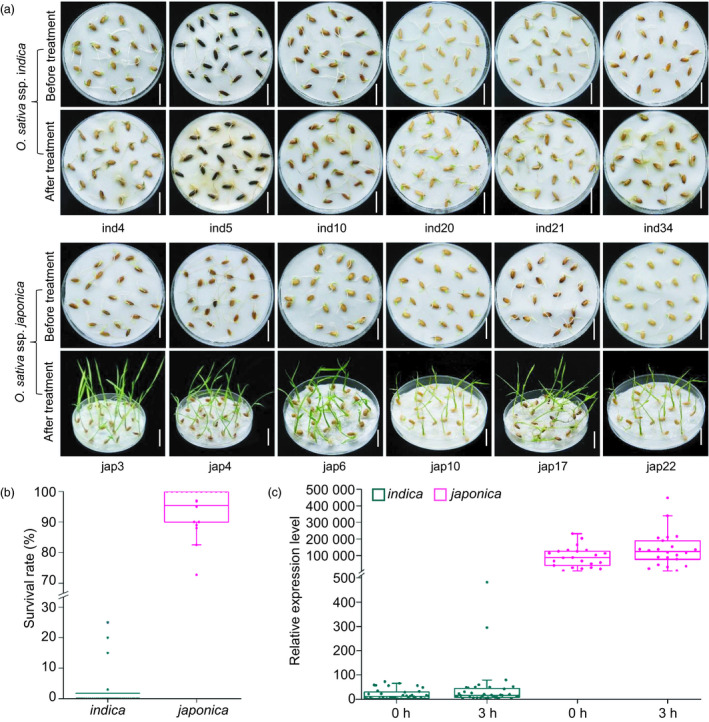
Natural variation in *OsLTPL159* might be involved in the differences in cold tolerance between *japonica* and *indica* subspecies. (a) Phenotypes of several *japonica* and *indica* varieties after treatment for 9 days at 6 °C and subsequent recovery at 28 °C for 7 days. Scale bars, 1.5 cm. (b) Comparison of survival rates in the surveyed *japonica* and *indica* varieties after 9 days at 6 °C and subsequent recovery at 28 °C for 7 days. (c) Comparison of *OsLTPL159* expression in the surveyed *japonica* and *indica* varieties after 0 h or 3 h at 6 °C. Box plot centre and box edges indicate median and 25th or 75th percentiles, respectively, while whiskers indicate the median ± 1.5 × IQR (interquartile range). The dots indicate individual data points. Source data for (b) and (c) are provided in Table S4.

To determine whether the variation in the *OsLTPL159* coding region in *indica* correlated with the difference in cold tolerance, we generated an overexpression construct (OE‐*OsLTPL159* ^GC2^) and transferred it into *indica* variety TQ. Phenotypic investigation showed that the cold tolerance of the *OsLTPL159* ^GC2^ overexpression lines (OE‐*OsLTPL159* ^GC2^‐TQ) did not differ significantly from that of the nontransformed TQ control (Figure S7). Comparison of amino acid sequences revealed that although the OsLTPL159 proteins in both IL112 and GC2 had the same conserved domain consisting of eight cysteine residues creating a stable hydrophobic cavity (Figure S6b), the predicted cleavage site of the N‐terminal hydrophobic signal peptide was located between the 25th (A) and 26th (Q) amino acid residues in IL112, but between the 24th (A) and 25th (V) amino acid residues in GC2 (Figure S1b,c), which might result in OsLTPL159 dysfunction in GC2. Taken together, the variations in *OsLTPL159* seem to alter its expression and function and to be associated with the differential early seedling cold tolerance and environmental adaptation between the *japonica* and *indica* subspecies. Therefore, further identification of existing variations of *OsLTPL159* will be valuable for understanding the molecular mechanisms underlying differential cold tolerance between rice subspecies.

## Discussion

Since the first nsLTP was discovered more than 40 years ago (Kader, 1975), numerous reports related to nsLTPs have been published, mostly covering biochemical aspects of nsLTP proteins, such as their structure, ligand binding and regulation (Salminen *et al*., 2016). Plant nsLTPs are a type of small, ubiquitous and secreted protein (Kader, 1996) and are abundantly present in higher plants. They contain four disulphide bridges formed from eight conserved cysteine residues for stabilizing the hydrophobic cavity (Gomar *et al*., 1996; Heinemann *et al*., 1996; Lee *et al*., 1998; Maldonado *et al*., 2002; Shin *et al*., 1995) and two consensus pentapeptide motifs (Douliez *et al*., 2000). In recent years, more results have supported the theory that *nsLTPs* are associated with resistance to abiotic and biotic stress in plants. Based on previous studies, *nsLTP* genes are responsive to various stresses, including salt (Safi *et al*., 2015; Zou *et al*., 2013), drought (Guo *et al*., 2013a), abscisic acid (ABA; Arondel *et al*., 2000; Yubero‐Serrano *et al*., 2003), heat (Wang *et al*., 2014) and cold treatment (Gangadhar *et al*., 2016; Hincha *et al*., 2001; Yubero‐Serrano *et al*., 2003). For example, in *Arabidopsis*, the *LTP* genes *DEFECTIVE IN RESISTANCE1* (*DIR1*) (Maldonado *et al*., 2002), *LIPID TRANSFER PROTEIN3* (*LTP3*) (Guo *et al*., 2013b) and *AZELAIC ACID INDUCED1* (*AZI1*) (Pitzschke *et al*., 2014) are involved in systemic resistance signalling, drought and freezing tolerance, and salt tolerance, respectively, and other *nsLTPs* have been associated with clubroot disease (Jülke and Ludwig‐Müller, 2015). Here, we characterized a rice *LTP* gene, *OsLTPL159*, from the introgression line IL112 and explored its function in cold tolerance. Overexpression of an *OsLTPL159* ^IL112^ allele from IL112 in either the *japonica* variety ZH17 or the *indica* variety TQ background dramatically enhanced cold tolerance at the early seedling stage. By contrast, down‐regulation of *OsLTPL159* expression in *japonica* ZH17 significantly decreased cold tolerance at the early seedling stage.

Plants respond to abiotic stresses with an increase in ROS, which have toxic effects on plant development by damaging DNA, lipids, proteins and other macromolecules. Plants maintain normal development under abiotic stresses by balancing the rate of ROS production and ROS scavenging. In this study, we found the DEGs between the *OsLTPL159* overexpression plants and the control plants were enriched in response to oxidative stress and peroxidase activities. Compared with the control plants, the overexpression plants had dramatically higher POD activity and lower accumulation of H_2_O_2_ under cold stress. Hence, these results suggested that overexpression of *OsLTPL159* protects seedling development by maintaining ROS homoeostasis, thus avoiding the deleterious effects of ROS under low‐temperature stress. Notably, abiotic stress can cause ROS accumulation in the cell wall, thereby remodelling the wall (Tenhaken, 2015). In this study, we found that the *OsLTPL159* overexpression plants had higher cellulose deposition in the cell wall than the control plants under cold stress. Meanwhile, overexpression of *OsLTPL159* also promoted osmolyte accumulation and maintained the integrity of chloroplasts. Therefore, these results indicated that cold tolerance in the *OsLTPL159* overexpression plants was achieved by several mechanisms acting in an orchestrated manner.

Cold tolerance is a complex trait in plants. In rice, many genes and QTLs associated with cold stress have been identified, providing valuable genetic resources for enhancing cold tolerance through molecular breeding (Andaya and Mackill, 2003; Fujino *et al*., 2008; Liu *et al*., 2018a,b; Lu *et al*., 2014; Ma *et al*., 2015; Mao *et al*., 2019; Saito *et al*., 2010; Zhang *et al*., 2017; Zhao *et al*., 2016, 2017). The QTL *qLTG3‐1* controls low‐temperature germinability, and a 71‐bp deletion in the coding region of *qLTG3‐1* causes a decrease in low‐temperature germinability in rice variety Hayamasari (Fujino *et al*., 2008). The QTL *COLD1*, which encodes a regulator of G‐protein signalling, confers chilling tolerance in *japonica* rice. Overexpression of the *japonica* allele *COLD1* ^*jap*^ could significantly enhance chilling tolerance of rice seedlings (Ma *et al*., 2015). The QTL *qCTS‐9* for cold resistance at the rice seedling stage was identified by combining QTL mapping and expression profiling analysis, and overexpression of *qCTS‐9* can enhance cold tolerance at the seedling stage by reducing ion permeability (Zhao *et al*., 2017). The major QTL for rice seedling cold tolerance, *qCTS12*, was narrowed down to an approximately 87‐kb region on chromosome 12 (Andaya and Tai, 2006), and naturally occurring OsGSTZ2 isoforms in the *qCTS12* fine‐mapped region were associated with the differential response to low‐temperature stress in rice *indica* and *japonica* subspecies at the seedling stage (Kim *et al*., 2011). A functional nucleotide polymorphism in the promoter of *HAN1* is associated with the chilling tolerance of temperate *japonica* rice and is believed to have allowed rice to adapt to a temperate climate during its northward expansion (Mao *et al*., 2019). A bZIP transcription factor encoded by *bZIP73* participates in the adaptation to cold climates in *japonica* subspecies (Liu *et al*., 2018a). *Ctb1*, encoding an F‐box protein, interacts with a subunit of the E3 ubiquitin ligase, Skp1, suggesting that a ubiquitin–proteasome pathway is involved in cold tolerance at the booting stage (Saito *et al*., 2010). A single amino acid substitution (I357K) in *LTG1*, encoding a casein kinase I, is related to growth rate, heading period and yield of rice under cold stress (Lu *et al*., 2014). Natural variations in the QTL *CTB4a*, encoding a conserved leucine‐rich repeat receptor‐like kinase, could enhance rice adaptation to cold habitats at the booting stage (Zhang *et al*., 2017). In the present study, genetic evidence demonstrated that the variations found in *OsLTPL159* cause the differential cold tolerance between IL112 and its cold‐sensitive parental line GC2. In addition, we found that the natural variations in *OsLTPL159* were associated with the differential cold tolerance and environmental adaptation in rice *indica* and *japonica* subspecies at the early seedling stage. Further investigation of the key variations in OsLTPL159 that affect its transcription and function could provide new insights into the molecular mechanism underlying cold tolerance and environmental adaptation in rice at the early seedling stage. Notably, phenotypic evaluation revealed that overexpression of *OsLTPL159* ^IL112^ not only significantly enhanced rice cold tolerance at the early seedling stage, but did so without penalty to the yield of rice under normal field conditions. Hence, the favourable allele of *OsLTPL159* from *japonica* rice could be used in the future to directly improve the cold tolerance of *indica* rice through molecular breeding.

## Experimental procedures

### Plant materials

IL112, a strong cold‐tolerant line, was identified in the introgression line derived from an advanced backcross between Dongxiang common wild rice (*Oryza rufipogon* Griff.), as donor parent, and an *indica* variety Guichao 2 (GC2), as recipient parent (Liu *et al*., 2013; Tian *et al*., 2006). An F_2_ population derived from the cross between IL112 and GC2 was genotyped using an insertion/deletion marker (*OsLTPL159*‐indel), and cold tolerance was evaluated at the early seedling stage (the buds with approximately 5 mm in length) with five replicates (36 individuals per replicate). For sequence and expression analysis of *OsLTPL159* and cold tolerance evaluation, a total of 22 *japonica* and 36 *indica* varieties were used (listed in Table S4).

### Low‐temperature treatment

Seeds were incubated at 42 °C for approximately 2 days to break dormancy and soaked in deionized water at 37 °C for about 2 days for germination. Germinated seeds were transferred to a Petri dish with two layers of filter paper in a greenhouse (28 °C day/25 °C night temperatures, 12‐h/12‐h light/dark cycle and 85% relative humidity). Early seedlings (the buds with approximately 5 mm in length) were subjected to low‐temperature treatment (2–6 °C) for 6–9 days in incubators and subsequent recovery at 28 °C for 7 days. Finally, the plant height and survival rate (measured as the percentage of total seedlings that survived in relation to the total number tested) of 20 plants per replicate were measured to evaluate cold tolerance with three replicates.

### PCR and RT‐qPCR analyses

After cold treatment, both buds and roots were harvested, frozen in liquid nitrogen and stored at −80 °C for total RNA extraction. The control plants were also harvested and stored under the same conditions. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA) and purified using a Qiagen RNeasy Kit (Qiagen, Hilden, Nordrhein‐Westfalen, Germany). First‐strand cDNAs were synthesized using a SuperScript III RT Kit (Invitrogen). The RT‐qPCRs were performed in a CFX96 Real‐Time System (Bio‐Rad, Hercules, CA) with the rice *UBIQUITIN* gene (LOC_Os03g13170; Jiang *et al*., 2019) as the internal control under the following conditions: initial denaturation at 95 °C for 3 min and then 40 cycles of 95 °C for 15 s, 58 °C for 30 s and 72 °C for 30 s. LinRegPCR was used to analyse the PCR product curves to determine the efficiency of the exponential section of the product curve by linear regression (Ramakers *et al*., 2003). The relative expression levels were calculated from three replicate RT‐qPCR experiments (Schmittgen and Livak, 2008).

### Generation of constructs and genetic transformation

A 3181‐bp genomic fragment from IL112, harbouring the *OsLTPL159* coding region with 2586‐bp 5′‐flanking and 234‐bp 3′‐flanking regions, was inserted into the binary vector p*CAMBIA1300* to form the functional complementation construct p*OsLTPL159* ^IL112^. The constructs p35S::*OsLTPL159* ^IL112^ and p35S:*OsLTPL159* ^GC2^ harboured the *OsLTPL159* ORF from IL112 or Guichao 2 (GC2), respectively, under the control of the CaMV *35S* promoter. The RNAi construct was generated by cloning the sense and antisense fragments of *OsLTPL159* into the pTCK303 vector, creating a fusion with the maize *Ubiquitin* promoter (Wang *et al*., 2004). All plasmid constructs were introduced into *Agrobacterium tumefaciens* strain EHA105 and then transferred into *indica* variety Teqing (TQ) and/or *japonica* variety Zhonghua17 (ZH17) (Jiang *et al*., 2019).

### GUS staining

To investigate the expression pattern of *OsLTPL159*, we generated a construct (p*OsLTPL159* ^IL112^::*GUS*) in which the *OsLTPL159* promoter of IL112, harbouring the entire 1.8‐kb region upstream from the start codon of *OsLTPL159*, was fused with the *GUS* reporter gene, and then cloned the result into the binary vector p*CAMBIA1300*. The p*OsLTPL159*::*GUS* construct was introduced into the *A. tumefaciens* strain EHA105 and then transferred into *japonica* variety Zhonghua17 (ZH17). GUS staining of tissues from the positive transgenic plants was performed as previously described (Fujino *et al*., 2008).

### Subcellular localization

To investigate the subcellular localization of OsLTPL159, we made a construct (p*35S*::*OsLTPL159*‐*GFP*) in which the *OsLTPL159* coding region fused with *GFP* was driven by the CaMV *35S* promoter. The plasmid p*35S*::*OsLTPL159*‐*GFP* and the plasma membrane marker AtPIP2A (plasma membrane intrinsic protein 2A, At3 g53420)‐mCherry (Cutler *et al*., 2000) were introduced into the *A. tumefaciens* strain EHA105 and then transfected into *N. benthamiana* epidermal cells. The infected tissues were observed with a confocal laser‐scanning microscope (Olympus FV1000).

### RNA‐seq analysis

Total RNA was isolated from early‐stage seedlings (the buds with approximately 5 mm in length) of the overexpression plants OE‐*OsLTPL159* ^IL112^‐ZH17 (OEZ) and the control plants (ZH17) under low‐temperature treatment at 2 °C for 3 h, with three biological replicates each containing 50 plants. Paired‐end libraries were constructed and sequenced using an Illumina HiSeq2500 at the Novogene company (China). The raw reads were mapped to the reference genome (Os‐Nipponbare‐Reference‐IRGSP‐1.0, MSU7) using TopHat2 with the default parameters (Kim *et al*., 2013). Cuffdiff was used to calculate the FPKM (fragments per kilobase of exon per million mapped reads) of each gene and to identify the DEGs (fold change ≥1.5, FDR <0.05). GO enrichment analysis was performed using agriGOv2 (Tian *et al*., 2017).

### Transmission electron microscopy

For the transmission electron microscope assay, detached buds were fixed in fixation buffer (2.5% glutaraldehyde in phosphate buffer, pH 7.2) for 12 h at 4 °C. The plant tissues were rinsed and post‐fixed in a secondary fixation buffer (1% OsO_4_, w/v) at 4 °C, dehydrated through an ethanol series and embedded in Spurr's medium (Tanaka *et al*., 2003). Ultrathin sections were double‐stained with uranyl acetate and lead citrate aqueous solution and then observed using a JEM‐1230 transmission electron microscope (JEOL, Japan) at 80 kV.

### Calcofluor White staining

For analysing the cellulose deposition in cell walls of the early seedlings, detached budbursts were sliced using a cryostat microtome (Leica CM3050S). The sections were stained with 1 g/L Calcofluor White M2R (Sigma, St. Louis, MO) and observed with a confocal laser‐scanning microscope (Olympus FV1000).

### Free proline and soluble sugars concentration

Free proline concentration was measured as described previously (Liu *et al*., 2018b). Approximately 200 mg early seedling tissue was homogenized in 2 mL sulphosalicylic acid (3%), followed by centrifugation at 13 000 ***g*** for 15 min at 4 °C. The extract (0.5 mL) was transferred to a new microcentrifuge tube and mixed with 1 mL acid ninhydrin and 1 mL acetic acid. The reaction mixture was boiled in a water bath at 100 °C for 30 min, cooled at 4 °C for 30 min and thoroughly mixed with 1 mL toluene. Finally, the absorbance of 0.2 mL of the toluene phase (upper phase) was read at 520 nm using a spectrophotometer (PowerWave XS2). Soluble sugar concentration was measured following the methods used previously (Wang *et al*., 2018) with minor modifications. The early seedling tissues (0.2 g) were ground with 1 mL of distilled water, heated at 100 °C for 10 min, cooled, centrifuged at 8000 ***g*** for 10 min at 25 °C and diluted to a volume of 10 mL with distilled water. The 0.3 mL reaction mixture contained 0.04 mL of the extract, 0.04 mL of distilled water, 0.02 mL of the mixed reagent (1 g anthrone and 50 mL ethyl acetate) and 0.2 mL of 98% (w/v) H_2_SO_4_. The control mixture contained 0.04 mL of distilled water instead of the extract. The mixture was heated at 95 °C for 10 min, and the absorbance was determined at 620 nm using a microplate reader (PowerWave XS2). Soluble sugar concentration was calculated using glucose as the standard. Three biological replicates were analysed for each treatment.

### POD activity and DAB stain

Measurement of POD activity was performed as previously described (Huang *et al*., 2013). To detect H_2_O_2_ accumulation, the early seedlings were placed in 1 mg/mL 3,3′‐diaminobenzidine (DAB)–HCl solution (pH 3.8) and incubated in the dark for 8 h; then, the chlorophyll was cleared in 80% (v/v) ethanol solution at room temperature for 2 days (Faivre‐Rampant *et al*., 2008).

### Phylogenetic analysis

All protein sequences were searched using BLASTP in the GenBank protein database (http://www.ncbi.nlm.nih.gov/BLAST/) with the OsLTPL159 protein sequence as a query, and the results were inspected manually. Sequences were aligned using CLUSTAL_X followed by manual alignment (Thompson *et al*., 1997). Phylogenetic trees were constructed based on the neighbour‐joining algorithm with the option of pairwise deletion using MEGA 7.0 (Kumar *et al*., 2016). Bootstraps with 1000 replicates were estimated to test inferred phylogeny. Motif analyses were conducted using WebLogo (http://weblogo.berkeley.edu/logo.cgi).

### Bioinformatic analysis

The cleavage sites and signal peptide in the OsLTPL159 protein were predicted using SignalP 4.1 (http://www.cbs.dtu.dk/services/SignalP/; Petersen *et al*., 2011). The theoretical calculation of molecular weight was determined with ExPASy using the Compute pI/Mw tool (http://www.expasy.ch/tools/pi_tool.html).

### Statistical analysis

A two‐tailed Student's *t*‐test was used to compare data from two groups, and Tukey's honestly significant difference analysis was used to compare multiple groups, using SPSS version 16 (SPSS Inc, Chicago).

### Primers

The primers used in this study are listed in Table S5.

### Accession numbers

The RNA‐seq data derived from the *OsLTPL159* overexpression plants (OEZ) and the control plants (ZH17) have been deposited in NCBI's Gene Expression Omnibus under accession number GSE131083.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

F.L. conceived and designed the experiments. J.Z. performed most of the experiments. S.W., J.Q. and C.S. provided technical assistance and conducted the collection and maintenance of rice germplasm. J.Z. and F.L. performed data analysis and wrote the manuscript.

## Supporting information

**Figure S1** Sequence analysis of *OsLTPL159*. (a) Full‐length cDNA of *OsLTPL159* in IL112 and the deduced amino acid sequence.
**Figure S2** Phylogenetic and conserved domain analysis of OsLTPL159 and its homologs in plants.
**Figure S3** Comparison of cold tolerance at the early seedling stage in Guichao 2 (GC2), IL112, and F_2_ individuals from a GC2 × IL112 cross.
**Figure S4** Evaluation of cold tolerance at the early seedling stage in *indica* variety Teqing (TQ) transgenic lines overexpressing *OsLTPL159*.
**Figure S5** Evaluation of yield‐related traits in the overexpression transgenic lines in the field.
**Figure S6** Sequence comparison of *OsLTPL159* between Guichao 2 (GC2) and IL112.
**Figure S7** Evaluation of cold tolerance at the early seedling stage in transgenic lines overexpressing *OsLTPL159* ^GC2^ from *indica* variety Guichao 2.

**Table S1** Differentially expressed genes between the control plants (ZH17) and the overexpression plants OE‐*OsLTPL159* ^IL112^‐ZH17 (OEZ) under low‐temperature stress (2 °C, 3 h) detected using RNA‐seq.
**Table S2** Comparison of the 24 SNPs and one insertion/deletion (InDel) in the coding region of *OsLTPL159* from GC2, IL112, 36 *indica* varieties and 22 *japonica* varieties.
**Table S3** Comparison of the 32 SNPs and 16 insertions/deletions (InDels) in the 500‐bp 5′‐flanking region of *OsLTPL159* from GC2, IL112, 36 *indica* varieties, and 22 *japonica* varieties.
**Table S4** The survival rate at the early seedling stage and the expression level of *OsLTPL159* in 36 *indica* varieties and 22 *japonica* varieties.
**Table S5** Primers used in this study.

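Table S1 lists for each of its 1351 genes an FPKM value per genotype, the fold change as a logarithm to the base 1.5, a p value, the FDR and a description. The FPKM values of the table are the means of the 3 deposited values of each genotype multiplied by a nearly constant factor. The ratio of the table's FPKM to the mean of the deposited FPKM had a median of 1.127 in ZH17 (range 1.112 to 1.135) and of 1.116 in OEZ (range 1.106 to 1.122). The log2 fold changes of the table and those of the deposited means differed by at most 0.027.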

# Supplementary material for: The lipid transfer protein OsLTPL159 is involved in cold tolerance at the early seedling stage in rice
**Source:** Plant Biotechnol J. 2019 Sep 11;18(3):756–69. doi: 10.1111/pbi.13243
**Supplement:** Supplementary file 1 — Figure S1 Sequence analysis of OsLTPL159. (a) Full‐length cDNA of OsLTPL159 in IL112 and the deduced amino acid sequence. Figure S2 Phylogenetic and conserved domain analysis of OsLTPL159 and its homologs in plants. Figure S3 Comparison of cold tolerance at the early seedling stage in Guichao 2 (GC2), IL112, and F2 individuals from a GC2 × IL112 cross. Figure S4 Evaluation of cold tolerance at the early seedling stage in indica variety Teqing (TQ) transgenic lines overexpressing OsLTPL159. Figure S5 Evaluation of yield‐related traits in the overexpression transgenic lines in the field. Figure S6 Sequence comparison of OsLTPL159 between Guichao 2 (GC2) and IL112. Figure S7 Evaluation of cold tolerance at the early seedling stage in transgenic lines overexpressing OsLTPL159 GC2 from indica variety Guichao 2.

(a) 1 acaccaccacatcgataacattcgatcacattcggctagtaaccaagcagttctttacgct  
61 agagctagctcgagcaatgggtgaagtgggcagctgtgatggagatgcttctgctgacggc  
M V K W A A V M E M L L L T A  
121 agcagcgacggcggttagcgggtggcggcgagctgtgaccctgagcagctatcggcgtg  
A A T A V A V V A A Q C D P E Q L S A C  
181 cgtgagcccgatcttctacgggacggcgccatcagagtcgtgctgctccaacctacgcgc  
V S P I F Y G T A P S E S C C S N L R A  
241 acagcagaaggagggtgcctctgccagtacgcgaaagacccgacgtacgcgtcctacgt  
Q Q K E G C L C Q Y A K D P T Y A S Y V  
301 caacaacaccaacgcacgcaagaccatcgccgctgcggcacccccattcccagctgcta  
N N T N A R K T I A A C G I P I P S C \*  
361 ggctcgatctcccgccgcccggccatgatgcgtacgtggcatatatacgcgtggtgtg  
421 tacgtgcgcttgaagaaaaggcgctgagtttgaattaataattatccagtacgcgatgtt  
481 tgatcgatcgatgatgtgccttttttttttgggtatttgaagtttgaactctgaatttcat  
541 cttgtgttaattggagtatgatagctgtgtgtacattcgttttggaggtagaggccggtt  
601 taattca

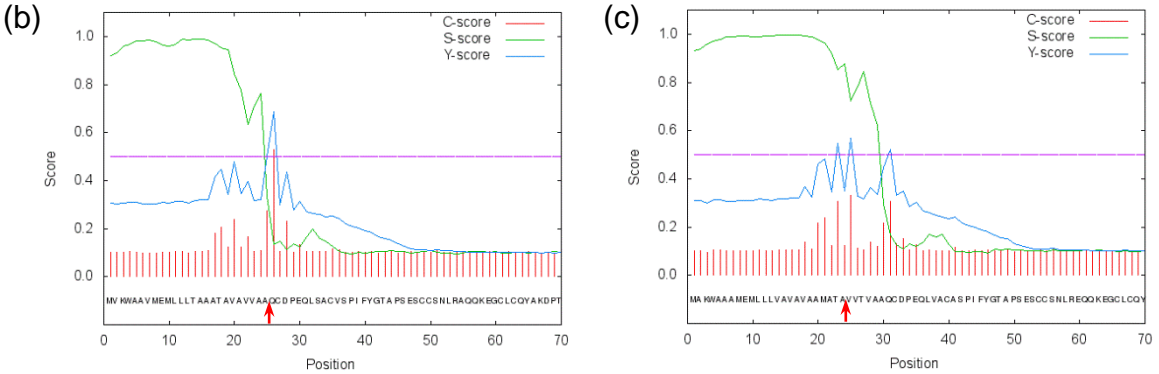

**Figure S1.** Sequence analysis of *OsLTPL159*. (a) Full-length cDNA of *OsLTPL159* in IL112 and the deduced amino acid sequence. Lowercase letters and uppercase letters indicate the nucleotide and amino acid sequence, respectively. The box indicates the signal peptide at the N terminus. Red letters indicate the eight conserved cysteine (C) residues. Asterisk indicates termination codon. (b) and (c) Predicted signal peptide of *OsLTPL159* in IL112 (b) and Guichao 2 (GC2) (c) using SignalP4.1 (<http://www.cbs.dtu.dk/services/SignalP>). The red arrows indicate the predicted cleavage site.

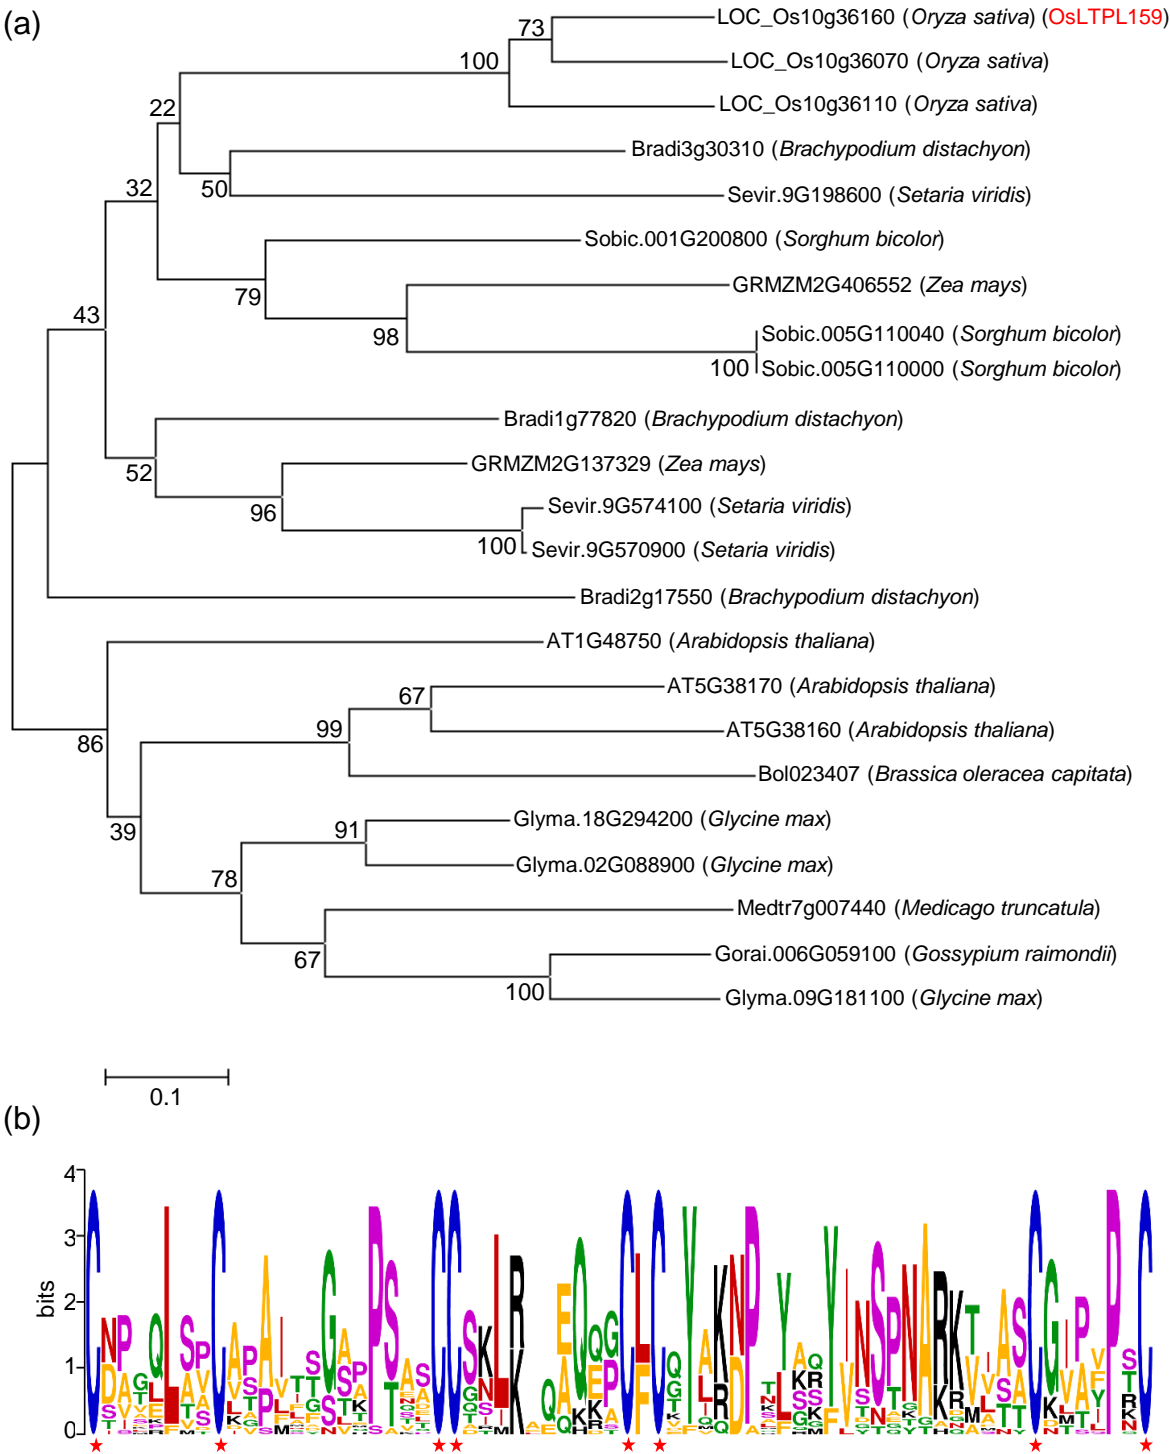

**Figure S2.** Phylogenetic and conserved domain analysis of OsLTPL159 and its homologs in plants. (a) Phylogenetic analysis of OsLTPL159 and its homologs in plants. The neighbor-joining tree was constructed using MEGA 7.0 with default parameters. Numbers indicate bootstrap support based on 1,000 replicates. Branch length indicates substitutions per site. (b) Conserved domain analysis of OsLTPL159 and its homologs in plants. The consensus sequence depicts amino acid sites, the height of the symbols indicates the relative frequency of each amino acid at that position, and red stars represent the eight cysteine (C) residues in the non-specific lipid transfer proteins.

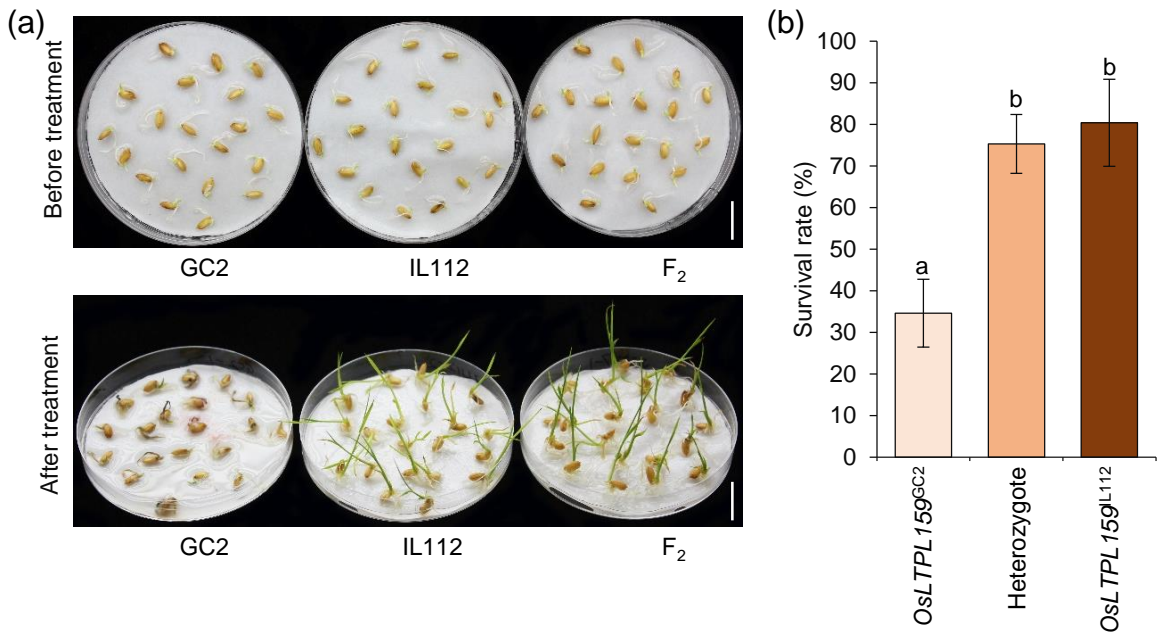

**Figure S3.** Comparison of cold tolerance at the early seedling stage in Guichao 2 (GC2), IL112, and  $F_2$  individuals from a GC2  $\times$  IL112 cross. (a) Phenotypes of GC2, IL112, and  $F_2$  individuals after treatment at 6 °C for 9 d and subsequent recovery at 28 °C for 7 d. Scale bars, 1.5 cm. (b) Comparison of survival rates in *OsLTPL159<sup>GC2</sup>* homozygote, heterozygote, and *OsLTPL159<sup>IL112</sup>* homozygote plants from a GC2  $\times$  IL112 cross after treatment at 6 °C for 9 d and subsequent recovery at 28 °C for 7 d. Values are expressed as mean  $\pm$  SD ( $n = 5$  replicates, 36 plants per replicate). Different letters denote significant differences ( $P < 0.01$ ) determined using Tukey's honestly significant difference analysis.

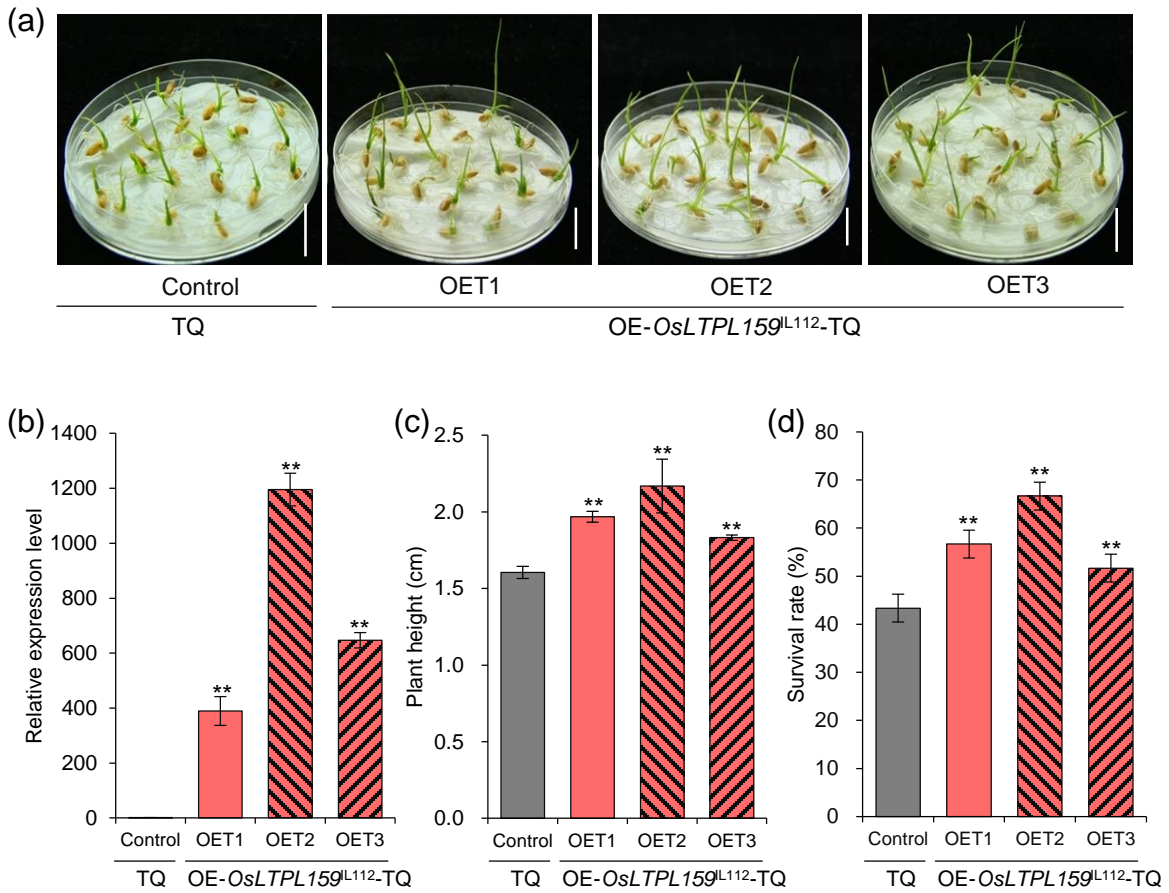

**Figure S4.** Evaluation of cold tolerance at the early seedling stage in *indica* variety Teqing (TQ) transgenic lines overexpressing *OsLTPL159*. (a) Phenotypes of the control line (TQ) and three overexpression lines (OE-*OsLTPL159*<sup>L112</sup>-TQ) after 6 d at 6 °C and a subsequent 7 d of recovery at 28 °C. Scale bars, 1.5 cm. (b) Comparison of *OsLTPL159* expression in the control (TQ) and OE-*OsLTPL159*<sup>L112</sup>-TQ transgenic lines. Values are means  $\pm$  SD ( $n = 3$  pooled tissues, 50 plants per pool). (c) and (d) Comparison of plant height (c) and survival rate (d) in the control (TQ) and OE-*OsLTPL159*<sup>L112</sup>-TQ transgenic lines after 6 d at 6 °C and a subsequent 7 d of recovery at 28 °C. Values are means  $\pm$  SD ( $n = 3$  replicates, 20 plants per replicate). Two-tailed Student's *t*-tests were conducted to compare the transgenic lines and the controls (\*\* $P < 0.01$ ).

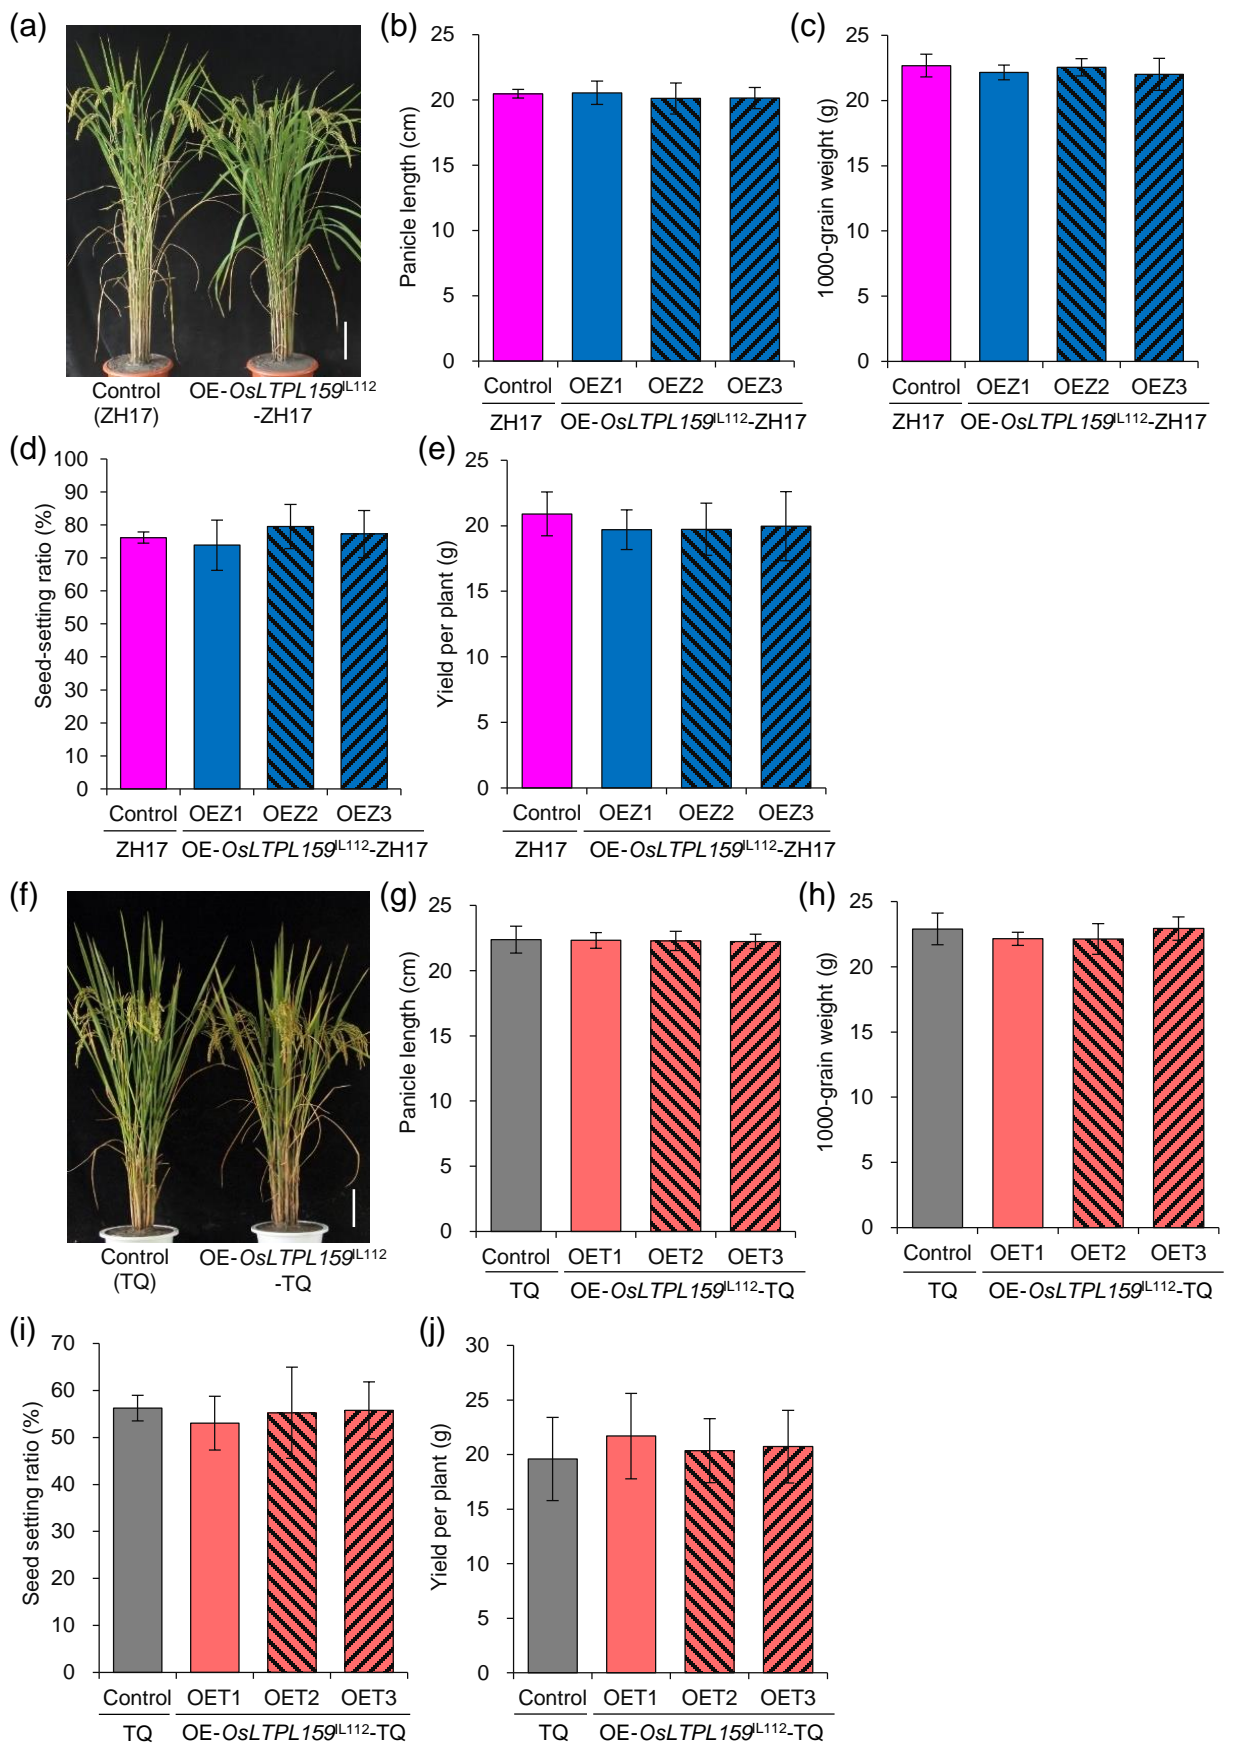

**Figure S5.** Evaluation of yield-related traits in the overexpression transgenic lines in the field. (a) Phenotypes of the control line (ZH17) and overexpression line OE-*OsLTPL159*<sup>L112</sup>-ZH17 at the mature stage. Scale bars, 8.5 cm. (b)–(e) Comparison of yield-related traits, including panicle length (b), 1000-grain weight (c), seed setting ratio (d), and grain yield per plant (e), in the control (ZH17) and overexpression transgenic line OE-*OsLTPL159*<sup>L112</sup>-ZH17. (f) Phenotypes of the control line (TQ) and overexpression transgenic line OE-*OsLTPL159*<sup>L112</sup>-TQ at the mature stage. Scale bars, 8.5 cm. (g)–(j) Comparison of yield-related traits, including panicle length (g), 1000-grain weight (h), seed setting ratio (i), and grain yield per plant (j), in the control (TQ) and overexpression transgenic line OE-*OsLTPL159*<sup>L112</sup>-TQ. Values are means  $\pm$  SD ( $n = 15$  plants). Two-tailed Student's *t*-tests were used to compare the transgenic lines and the corresponding controls.

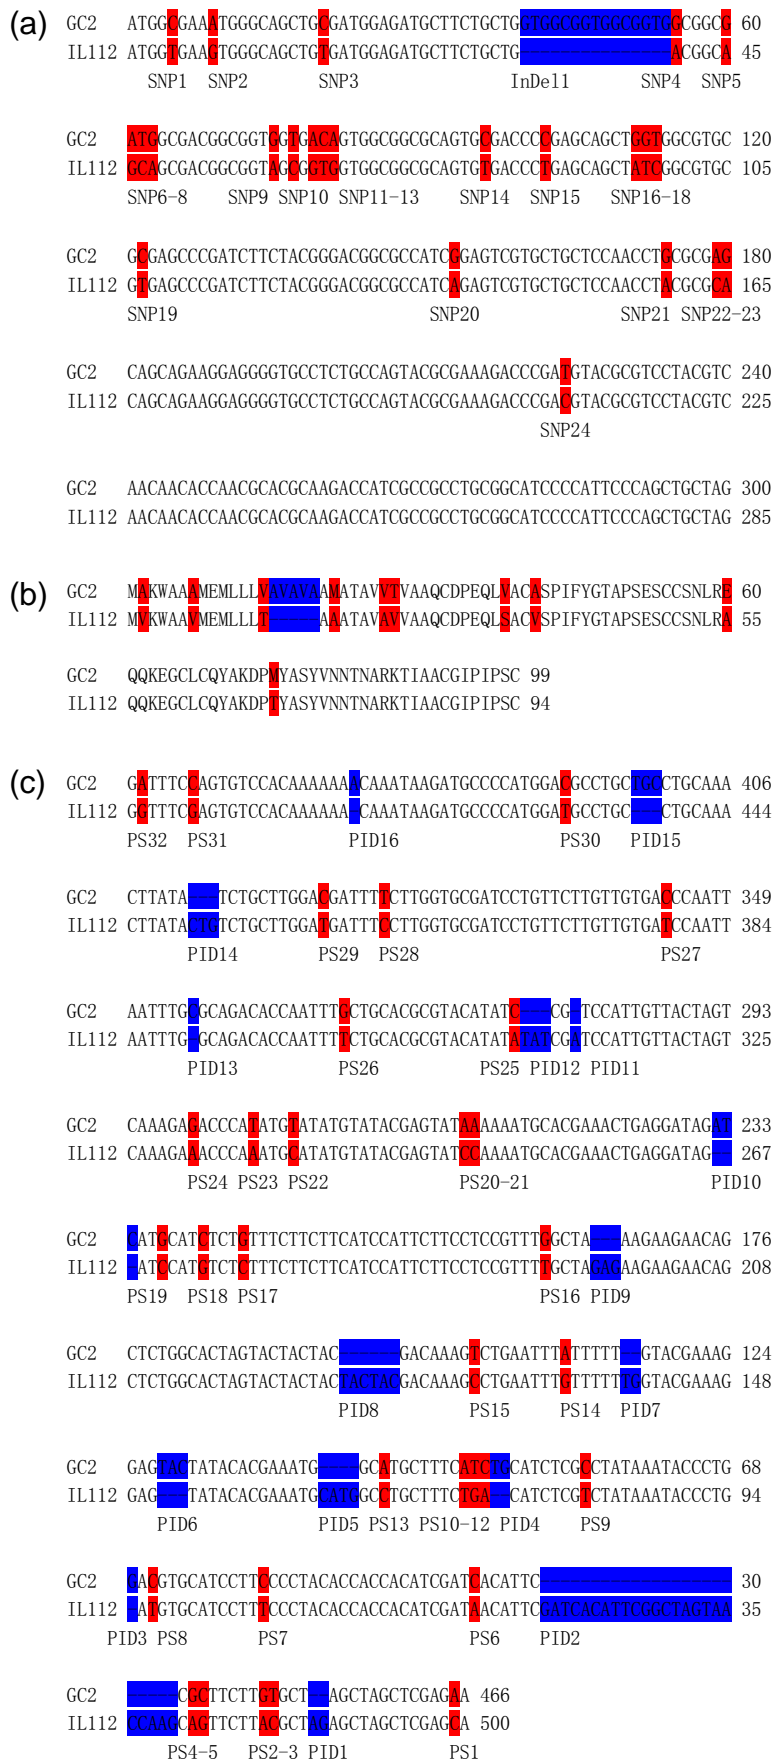

**Figure S6.** Sequence comparison of *OsLTPL159* between Guichao 2 (GC2) and IL112. (a) Comparison of the coding region sequence of *OsLTPL159* from GC2 and IL112. (b) Sequence alignment of the *OsLTPL159* protein from GC2 and IL112. (c) Comparison of 500-bp 5'-flanking sequences of *OsLTPL159* from GC2 and IL112. The letters on the red background represent SNPs. The letters on the blue background represent insertions/deletions.

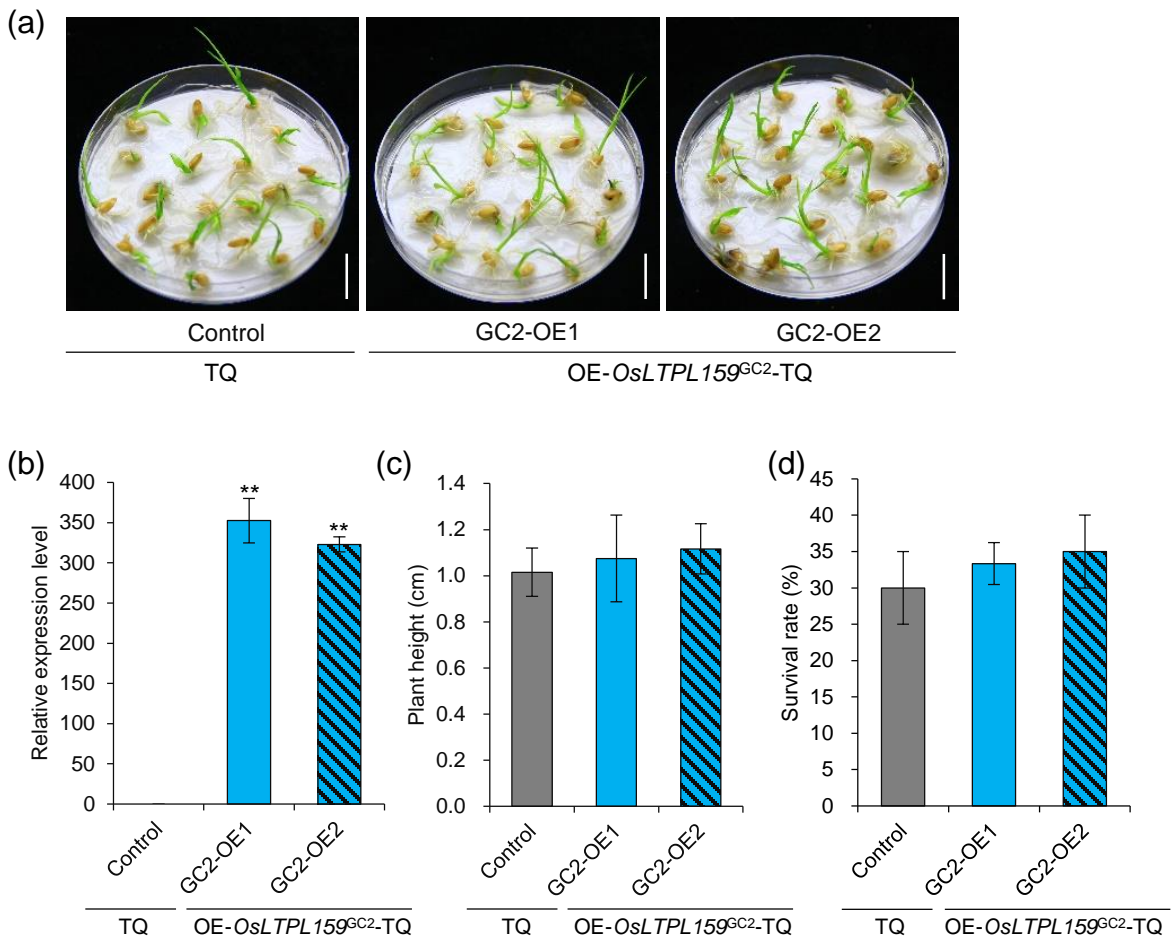

**Figure S7.** Evaluation of cold tolerance at the early seedling stage in transgenic lines overexpressing *OsLTPL159<sup>GC2</sup>* from *indica* variety Guichao 2. (a) Phenotypes of the control line (TQ) and two overexpression transgenic lines (OE-*OsLTPL159<sup>GC2</sup>*-TQ) after 6 d at 6 °C and a subsequent 7 d of recovery at 28 °C. Scale bars, 1.5 cm. (b) Comparison of *OsLTPL159* expression in the control (TQ) and OE-*OsLTPL159<sup>GC2</sup>*-TQ transgenic lines. Values are means  $\pm$  SD ( $n = 3$  pooled tissues, 50 plants per pool). (c) and (d) Comparison of plant height (c) and survival rate (d) in the control (TQ) and OE-*OsLTPL159<sup>GC2</sup>*-TQ transgenic lines after 6 d at 6 °C and a subsequent 7 d of recovery at 28 °C. Values are means  $\pm$  SD ( $n = 3$  replicates, 20 plants per replicate). Two-tailed Student's *t*-tests were conducted to compare the transgenic and control lines (\*\* $P < 0.01$ ).

How the deposited data were processed for this re-analysis (not part of the article)

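The deposited data are RNA-seq FPKM values of early rice seedlings, with buds of about 5 mm, after 3 h at 2 °C: 3 replicates of the control plants (ZH17) and 3 of the overexpression plants (OEZ), each a pool of 50 plants. Genotype and replicate number were taken from the sample labels and the paper's methods. The authors mapped paired-end reads with TopHat2 at default parameters to the Nipponbare reference genome with the MSU annotation, and the deposited values are FPKM per locus as Cuffdiff calculated them, 1 value per locus and library, with no filter on low values. The paper's text does not name the versions of these tools or the scaling between libraries. Loci are named by their MSU identifiers, which give the chromosome and the order of the loci. Gene descriptions were taken from Table S1. The gene table of another annotation holds no MSU identifiers and was not used here, and neither GC content nor gene length was analysed.

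From the deposited FPKM, log2(FPKM + 0.1) was computed for the 22841 loci with a mean of at least 0.5 FPKM over the 6 samples. OEZ was compared with ZH17 in limma 3.58.1 (R 4.3.3), with empirical Bayes moderation and a variance trend on expression, and p values were adjusted by the Benjamini-Hochberg method. The thresholds are the paper's, a fold change of at least 1.5 and an adjusted p under 0.05. The Cuffdiff test of the paper needs the reads and was not repeated. Single genes were also compared with exact two-sided permutation tests, whose smallest p with 3 pools against 3 is 0.1. Families were counted by the words of their descriptions in Table S1 and tested against the direction of change with Fisher's exact test. Permutation tests and descriptive statistics used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The limma step and the search for runs of neighbouring genes were tested on simulated data, in which FPKM values were drawn for the real genes from their real means and spreads. Of 199 genes changed by known amounts, 184 (92.5%) were recovered, 7 unchanged genes were called among 22783 tested, and a simulated run of 40 raised neighbours was found with no other run. These changed genes all had a mean of at least 5 FPKM and were changed by a fold change of at least 2. Recovery of genes with lower FPKM or smaller changes was not measured.

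FPKM values hold no read counts. Relative depth was read from the most frequent ratio of FPKM between samples over loci below 0.15 FPKM, which rested on 132 to 327 of 904 to 1031 loci per pair of samples, and ranged from 1.0 in ZH17 replicate 1 to 1.32 in OEZ replicate 3. Between 27083 and 27345 loci per library were above 0. An FPKM of 0 can be a failed estimate, so such genes are described as listed at 0. The most highly expressed locus took 2.96% to 6.93% of the summed FPKM of a library.

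The pairing of samples comes from the replicate numbers of the labels, which ZH17 and OEZ share, and no pairing is described in the methods. The fit without a block is the reported one, and the fit with the replicate number as a block is given beside it. Genes were named by a rule set before the data were examined: the genes the paper names, including the ubiquitin gene used as RT-qPCR reference, the 5 largest rises and 5 largest falls among genes past the thresholds with a mean of at least 5 FPKM and no overlap between genotypes, the 2 largest rises and 2 largest falls among the peroxidase and among the LTPL genes of Table S1, its cellulose synthase genes, and the ends of the run of raised genes on chromosome 9. The ends of a run on chromosome 7 and the genes beside both runs were named after the data had been seen, to give their positions, and so were the ends of the windows compared with them and 2 alpha-amylase genes, LOC_Os06g49970 and LOC_Os08g36910, given because they did not follow the pattern of the grain genes. The alternatives tried were pseudocounts of 1 and 0.01, no filter on low values, filters at a mean of 1 and 5 FPKM, median-ratio scaling and quantile normalization, limma without the variance trend, the fold change as a ratio of mean FPKM, no criterion on fold change, a fold change of at least 2, the replicate block, leaving out each sample in turn, and leaving out the genes of the run on chromosome 9.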

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

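The tests of explanations in this part were chosen after the results had been seen, apart from the bounds of the run on chromosome 9, its comparison with windows of equal size and its exact permutation test, which were set before the data were examined. These bounds were read from the up-regulated genes of Table S1, which comes from the same 6 libraries, so the comparison and the permutation test run on genes chosen for their rise and describe its size. Both results concern genes outside those the paper discusses, except OsALDH7.

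A run of 112 tested genes on chromosome 9, from LOC_Os09g24720 to LOC_Os09g27040, was higher in OEZ than in ZH17 by a median log2 fold change of 0.93, a fold change of 1.91. The median shift of the run's genes from the ZH17 mean was 0.93, 0.96 and 0.92 in OEZ replicates 1, 2 and 3, and 0.01, 0.00 and 0.02 in ZH17 replicates 1, 2 and 3 (exact two-sided permutation test of the sample medians, p = 0.1, the smallest possible). The run ends sharply, with a log2 fold change of 0.12 in the gene before it, LOC_Os09g24710, and of -0.40 in the gene after it, LOC_Os09g27050. It holds 92 of the 550 up-regulated genes of the paper's Table S1 (16.7%), OsALDH7 among them, and 1 of the down-regulated genes. Of 21496 windows of 112 consecutive tested genes, 3 had an absolute median as large, the run itself included, and all 3 overlap it.

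Scaling between the samples was tested by quantile normalization, after which the median of the run was still 0.93. A bias with expression level would shift genes of like expression elsewhere, but the median log2 fold change of genes outside the run, matched on mean expression, was 0.04. A difference in depth would spare OEZ replicate 2, whose relative depth lies within that of the ZH17 samples, but its shift was 0.96. A change of only some genes of the run would leave the 19 tested genes that are not in Table S1 without a common direction, but all 19 had a positive log2 fold change (median 0.52). Among the 4 splits of the samples that part all 3 same-numbered pairs, 1, the real one, gave a median as large, and the largest absolute median of the others was 0.32, a design that cannot give a share under 0.05. A candidate explanation is a difference in copy number of this segment between the OEZ and ZH17 plants, which would raise its genes by a common step. The interquartile range of the log2 fold changes in the run, 0.35, was wider than the median of equal windows elsewhere, 0.31, and lay at their 75.3th percentile, which does not separate a common step from changes of single genes. No DNA was measured in these data, and reads shared between gene copies and GC or length bias were not tested. The rise cannot be told apart from a difference in copy number or from a regulated domain. The number of splits alone cannot exclude a chance division of the 6 pools, but the shifts of the OEZ samples were far larger than the spread between replicates (SD 0.011 in ZH17 and 0.0179 in OEZ). Whether the segment differs because of OsLTPL159 or between the plants for another reason, such as the transformation, was not tested.

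A search for runs in which every OEZ sample lies on the same side of every ZH17 sample, with 1 point added for each such gene and 1 subtracted for any other, found 2 runs scoring at least 10. The first is the run on chromosome 9, with a score of 94 and the same bounds as those read from Table S1. The second lies on chromosome 7, from LOC_Os07g12390 to LOC_Os07g12640, with a score of 13. In the other 9 splits of the 6 samples the highest score was 6. A gene separated in the real split cannot be separated in another split. The low scores of the other splits are therefore partly fixed in advance. The 15 tested genes of the chromosome 7 run had a median log2 fold change of -0.99, a fold change of 0.505, 14 of them were lower in every OEZ sample than in every ZH17 sample, and 13 are down-regulated genes of the paper's Table S1. The genes on either side, LOC_Os07g12340 and LOC_Os07g12650, had log2 fold changes of -0.04 and 0.24. The median shift was -0.92, -0.95 and -1.05 in OEZ replicates 1, 2 and 3 and 0.05, -0.04 and 0.00 in ZH17 replicates 1, 2 and 3 (exact two-sided permutation test, p = 0.1).

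For the run on chromosome 7, the median was -1.0 after quantile normalization, matched genes elsewhere had a median of -0.03, and OEZ replicate 2 showed the fall with a shift of -0.95, so scaling, expression level and depth do not account for it. Of the 2 tested genes of the run that are not in Table S1, 1 fell. The interquartile range of the run, 0.26, lay at the 41.2th percentile of equal windows elsewhere, but its genes were picked for their common direction, so this cannot tell a common step, as the loss of a copy in some or all plants might give, from other causes. Among the 4 splits that part all same-numbered pairs, only 1, the real one, gave a median as large, which the design cannot tell from chance. Windows of 15 genes elsewhere reached as large an absolute median 11 times, all on chromosome 6, with a highest median of 1.13 from LOC_Os06g31100 to LOC_Os06g32600, where Table S1 lists several thionin genes.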

How the results depend on the processing

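The log2 fold changes of OsLTPL159 and OsALDH7 kept their direction and stayed past the thresholds under the alternatives on the pseudocount, the filter, the scaling, the variance trend and the replicate block and with each sample left out. The other criteria on fold change were not run for these 2 genes as separate results, and OsALDH7, with a log2 fold change of 0.93, lies below a fold change of 2. For OsLTPL159, OsALDH7 and the 42 other genes named by the rule, no log2 fold change changed sign under an alternative. No median of a run did either. The replicate block could not have changed a sign, since it leaves log2 fold changes as they are in this balanced design. Genes named after the data had been seen had no separate results under the alternatives. In the paper's Table S4, Pearson's r between survival and expression changed sign in indica varieties, from -0.14 at 3 h to 0.07 at 0 h of cold, and in japonica varieties, from -0.04 to 0.01 without the 2 varieties farthest from the median expression. Counts of genes depended on the processing more than directions did. Without a criterion on fold change, 1371 genes passed in place of 681 (653 up-regulated and 718 down-regulated). With a fold change of at least 2, 290 genes passed (175 up-regulated and 115 down-regulated), of which 251 are genes of Table S1 changed in its direction, against 625 at a fold change of 1.5. At that threshold 4 genes of Figure 5b, 4 peroxidase genes as up-regulated, 2 peroxidase genes as down-regulated and 0 chlorophyll A-B binding genes as down-regulated passed. The 0 reflects the size of their changes, since all 10 passed without a criterion on fold change.

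With the replicate block, 321 genes passed in place of 681, with 201 up-regulated in place of 357 and 120 down-regulated in place of 324. The block left 292 genes of Table S1 in place of 625, 7 genes of Figure 5b in place of 11, 6 up-regulated peroxidase genes in place of 10 and 1 down-regulated peroxidase gene in place of 6. The block leaves fewer degrees of freedom, and the deviations of same-numbered samples had an average correlation of -0.01, but the cause of the lower counts was not tested.

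Across the 6 fits that each left out 1 sample, the total ranged from 327 to 967 genes, the up-regulated genes from 181 to 451 and the down-regulated genes from 139 to 516. The genes of Table S1 past the thresholds ranged from 288 to 734, those of Figure 5b from 6 to 12, the up-regulated peroxidase genes from 5 to 11 and the down-regulated ones from 2 to 10, and the cause was not tested. The total was highest without ZH17 replicate 3 and lowest without OEZ replicate 3. The other alternatives, on the pseudocount, the filter, the scaling, the variance trend, the fold change as a ratio of means and the genes of the run on chromosome 9, kept the counts within 1.5 times those reported. Among them the total ranged from 482 with a mean of at least 5 FPKM to 696 with median-ratio scaling, and without the run on chromosome 9 it was 599.

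The median log2 fold change of the run on chromosome 9 moved by more than the spread between replicates under some alternatives. It was 0.85 with a pseudocount of 1 and 0.88 without a filter on low values. A larger pseudocount by itself shrinks the log2 fold changes of genes with low FPKM, and the median was 0.94 with a pseudocount of 0.01. The cause of the value without a filter was not tested. The median was also 0.88 with 10 tested genes added on each side, genes whose medians were 0.00 before the run and -0.05 after it. The replicate block cannot change a log2 fold change in this balanced design, so the median of 0.93 with it is no separate check. The run on chromosome 7, whose alternatives were added after its values had been seen, had medians of -0.77 with a pseudocount of 1, -1.08 with a pseudocount of 0.01 and -1.16 with a mean of at least 5 FPKM. For the 42 other named genes, 656 of 745 comparisons with an alternative kept the call, in 78 a gene was no longer past the thresholds and in 11 it newly passed.

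The other splits of the samples were compared with the real one. Of the 10 splits into 3 and 3 samples, 4 part all 3 same-numbered pairs and the other 6 part 1 pair. Among these 4 splits, 1, the real one, gave as many genes past the thresholds in total, up-regulated and down-regulated, and the highest total of the other 3 was 3 genes. The same 1 of 4 held for the genes of Figure 5b, of Table S1, the peroxidase genes up-regulated and down-regulated and the chlorophyll A-B binding genes down-regulated, where the other 9 splits passed 0 genes at an adjusted p under 0.05. At an unadjusted p under 0.05 and a fold change of at least 1.5, the other splits had at most 98 genes of Table S1, 3 of Figure 5b, 5 peroxidase genes and 0 chlorophyll A-B binding genes, against 1128, 19, 30 and 11 in the real split. These sets were chosen from the same comparison, and the design cannot give a share under 0.05. Over all 10 splits the highest total other than the real one was 5. The depth of the libraries is unknown beyond relative values, so no limit of detection is given for genes listed at 0.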

Differences from the paper's values

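The number of DEGs was 681 with limma on the deposited FPKM, against the paper's 1351. Of the alternatives set before the data were examined, the fit without a criterion on fold change gave 1371 and the fit without ZH17 replicate 3 gave 967, both within 1.5 times the paper's value, and no other alternative did. The 1371 genes are an unlike set, since the paper's genes all met a fold change of at least 1.5. Only 646 of the 1371 are genes of Table S1 changed in its direction. The same limit holds for the up-regulated and down-regulated counts of that fit. The up-regulated genes numbered 357 against the paper's 550. The fits without ZH17 replicate 1 (367), without ZH17 replicate 3 (451) and without a criterion on fold change (653) came within 1.5 times the paper's value, and the others did not. The down-regulated genes numbered 324 against the paper's 801, and the fit without a criterion on fold change (718) was the only one of the alternatives within 1.5 times that value.

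Of the genes of Figure 5b, 11 passed the thresholds, against the paper's 19, and none of the alternatives set before the data were examined closed the gap, the highest being 12 without ZH17 replicate 1. Of the genes described as peroxidases, 10 passed as up-regulated, against 19 in the paper's Table S1, and none of the alternatives closed this gap. As down-regulated peroxidase genes 6 passed, against 15 in the paper's Table S1, and the fit without ZH17 replicate 3 (10) was the only one of the alternatives within 1.5 times that value.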

Other observations

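The test of an explanation in this part was chosen after the result had been seen. The expression of grain genes differed between samples of the same genotype. The 4 genes of Table S1 described as glutelin, prolamin or 2S albumin, which are seed storage proteins, had a summed FPKM of 1.38, 17.2 and 14.0 in ZH17 replicates 1, 2 and 3, and of 0.466, 64.6 and 0.223 in OEZ replicates 1, 2 and 3. The paper's table lists these 4 as up-regulated DEGs, and in the deposited values OEZ replicate 2 alone was above ZH17. None of the 4 passed the thresholds here (limma adjusted p from 0.64 to 0.96). Of the 4 alpha-amylase genes, the 2 with every ZH17 sample above 5 FPKM had 23.3 to 123 FPKM in ZH17 and 38.3 to 127 FPKM in OEZ replicate 2, but at most 0.0971 FPKM in OEZ replicate 1 and 0.572 FPKM in OEZ replicate 3. The other 2 did not follow this pattern. LOC_Os06g49970 had 0.744, 0.355 and 0.7995 FPKM in OEZ replicates 1, 2 and 3, lowest in OEZ replicate 2, and LOC_Os08g36910 had 0.981, 0.653 and 0.650 FPKM. The LTPL gene with the largest fall, LOC_Os08g03690, had 24.8, 80.9 and 54.4 FPKM in ZH17 replicates 1, 2 and 3 and 0, 57.7 and 0.290 FPKM in OEZ replicates 1, 2 and 3 (limma adjusted p = 0.20), and is a down-regulated DEG in the paper's Table S1. A candidate source is tissue of the germinating grain that was present in some pools and absent from others. All 4 storage protein genes were highest in OEZ replicate 2 and lowest in OEZ replicates 1 and 3. They are among the genes that showed the pattern, and these few genes were listed after it had been seen. So this check cannot tell grain tissue from another source. Low depth of OEZ replicates 1 and 3 does not account for the pattern, since OEZ replicate 2 had the lower relative depth (1.02 against 1.28 and 1.32). Other technical sources were not tested, and no biological explanation was tested, since the samples differ within a genotype.

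In 229 of the 1351 genes of the paper's Table S1, the OEZ and ZH17 samples overlapped. Beyond Table S1, 56 genes passed the thresholds here. Among them are LOC_Os03g02470 and LOC_Os03g26280, listed at 0 in every ZH17 sample, and LOC_Os01g10880 and LOC_Os07g13220, listed at 0 in every OEZ sample.

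The ubiquitin gene that served as the RT-qPCR reference in the paper (LOC_Os03g13170) had 406 ± 20.8 FPKM in ZH17 and 493 ± 16.9 FPKM in OEZ (SD, n = 3 pools), a log2 fold change of 0.28 (limma adjusted p = 0.042, and 0.16 with the replicate number as a block), below the threshold on fold change. All 3 OEZ samples exceeded all 3 ZH17 samples. The paper's RT-qPCR samples were not analysed here.

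Of 7 thionin genes in Table S1, the 5 on chromosome 6 rose, with log2 fold changes from 1.03 to 2.76, and the 2 on chromosome 7 fell, with log2 fold changes from -1.5 to -1.01. In each of the 7 the samples of the genotypes did not overlap, and all 7 passed the thresholds. Their reads can be shared between near-identical copies, which was not tested.

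Of the 21 LTPL genes of Table S1, 12 are up-regulated and 9 down-regulated in the paper's table, and 7 and 5 of them passed the thresholds here, OsLTPL159 included. After OsLTPL159, the largest rise was that of LOC_Os01g42210, from 0.525 ± 0.0389 to 2.29 ± 1.33 FPKM (limma adjusted p = 0.044). LOC_Os01g42210 did not pass with the replicate number as a block (limma adjusted p = 0.092) or in any of the 6 fits that left out a sample. Among the LTPL genes past the thresholds the largest fall was that of LOC_Os10g20830, from 8.77 ± 1.08 to 3.09 ± 0.523 FPKM (limma adjusted p = 0.0043, and 0.029 with the block).

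The paper reports higher cellulose deposition in overexpression plants of another variety, TQ. Those plants had days of cold rather than hours, at a higher temperature than the plants sampled for RNA. In the ZH17 background, 3 of the 6 cellulose synthase and cellulose synthase-like genes of Table S1 passed the thresholds as up-regulated. Of the 6, only CESA9 is described as a cellulose synthase, and the others belong to cellulose synthase-like families. The descriptions give CSLF8 and CSLF9 as glucan synthases and CSLA3 as a mannan synthase. CESA9 (LOC_Os09g25490) rose from 49.3 ± 2.59 to 104 ± 6.40 FPKM and CSLC2 (LOC_Os09g25900) from 16.4 ± 2.21 to 29.2 ± 0.924 FPKM, and both lie in the run of raised genes on chromosome 9. CSLF8 (LOC_Os07g36630), outside that run, rose from 6.52 ± 0.655 to 10.9 ± 0.521 FPKM (log2 fold change 0.73, limma adjusted p = 0.0094). CSLF8 did not pass with the replicate number as a block (limma adjusted p = 0.063). At a fold change of at least 2, neither CSLF8 nor CSLC2 (log2 fold change 0.84) passed, and CESA9 (log2 fold change 1.07) did. Of the rest, CSLF9 (LOC_Os07g36610) and CSLE6 (LOC_Os09g30130) were higher in every OEZ sample without passing (limma adjusted p = 0.066 and 0.12), and CSLA3 (LOC_Os06g12460) was lower on average with overlapping samples (limma adjusted p = 0.29).

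In the paper's Table S4, survival after cold and OsLTPL159 expression form separate clusters for indica and japonica varieties, so relations were computed within each. These are the paper's values. Within the 22 japonica varieties, expression after 3 h of cold and survival had a Spearman's rho of 0.12 (permutation p = 0.60) and a Pearson's r of -0.04 on log2 expression (permutation p = 0.85). Within the 36 indica varieties, rho was -0.22 (permutation p = 0.20) and r was -0.14 (permutation p = 0.41). The 36 indica entries hold 34 distinct expression values, and whether entries with the same value are separate varieties is not known. With expression at 0 h, rho was 0.15 (permutation p = 0.50) in japonica and -0.02 (permutation p = 0.90) in indica varieties, and r was -0.06 (permutation p = 0.78) and 0.07 (permutation p = 0.70). Without the 2 varieties farthest from the median expression, r at 3 h was 0.01 in japonica and -0.12 in indica varieties. Of the 8 relations computed, none had a permutation p under 0.05, and the adjusted p values (Benjamini-Hochberg, within each coefficient) were 0.80 to 0.90 for rho and 0.85 for r. Survival ranged from 72.7% to 100% in japonica and from 0% to 25% in indica varieties, which leaves little spread within each cluster.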
